# Tissue-Specific Factors Differentially Regulate the Expression of Antigen-Processing Enzymes During Dendritic Cell Ontogeny

**DOI:** 10.3389/fimmu.2020.00453

**Published:** 2020-03-31

**Authors:** Karim Mahiddine, Chervin Hassel, Claire Murat, Maeva Girard, Sylvie Guerder

**Keywords:** dendritic cell ontogeny, thymus-specific serine protease, cathepsin S, cathepsin L, thymic dendritic cell, splenic dendritic cell

## Abstract

Dendritic cells (DCs) form a collection of antigen-presenting cells (APCs) that are distributed throughout the body. Conventional DCs (cDCs), which include the cDC1 and cDC2 subsets, and plasmacytoid DCs (pDCs) constitute the two major ontogenically distinct DC populations. The pDCs complete their differentiation in the bone marrow (BM), whereas the cDC subsets derive from pre-committed BM precursors, the pre-cDC, that seed lymphoid and non-lymphoid tissues where they further differentiate into mature cDC1 and cDC2. Within different tissues, cDCs express distinct phenotype and function. Notably, cDCs in the thymus are exquisitely efficient at processing and presenting antigens in the class II pathway, whereas in the spleen they do so only upon maturation induced by danger signals. To appraise this functional heterogeneity, we examined the regulation of the expression of distinct antigen-processing enzymes during DC ontogeny. We analyzed the expression of cathepsin S (CTSS), cathepsin L (CTSL), and thymus-specific serine protease (TSSP), three major antigen-processing enzymes regulating class II presentation in cDC, by DC BM precursors and immature and mature cDCs from the spleen and thymus. We found that pre-cDCs in the BM express relatively high levels of these different proteases. Then, their expression is modulated in a tissue-specific and subset-specific manner with immature and mature thymic cDCs expressing overall higher levels than immature splenic cDCs. On the other hand, the TSSP expression level is selectively down-regulated in spleen pDCs, whereas CTSS and CTSL are both increased in thymic and splenic pDCs. Hence, tissue-specific factors program the expression levels of these different proteases during DC differentiation, thus conferring tissue-specific function to the different DC subsets.

## Introduction

Dendritic cells (DCs) are specialized antigen-presenting cells (APCs) that are essential for effective immunity and tolerance. Distinct subsets of DCs are distributed throughout the body and can be distinguished based on phenotypic markers, transcriptional programs, tissue distribution, and function (1, 2).

Currently, DCs are subdivided into two major ontogenically distinct populations, the conventional DCs (cDCs) and the plasmacytoid DCs (pDCs). The CD11c^high^ CMHII^high^ cDC population is further subdivided into two subsets presenting distinct phenotype and function, the cDC1 (CD24^+^ XCR1^+^ CD11b^low^ Sirpα^low^) and cDC2 (CD24^low^ XCR1^−^ CD11b^+^ Sirpα^+^) subsets (3). Both cDC subsets are specialized antigen-processing cells and APCs and as such are the most efficient DC subset at priming and polarizing T cells (1). However, the cDC1 subset is exquisitely efficient at cross-presenting exogenous antigen in the class I pathway. pDCs, on the other hand, produce copious amount of type I interferon (IFN) and inflammatory cytokines in responses to danger signals (4).

The distinct DC subsets arise from a common DC progenitor (CDP). Within the bone marrow (BM), the CDP generates both pDC and the precursor of cDC (pre-cDC), which in turn commits to pre-cDC1 and pre-cDC2 progenitors (5–9). Committed pre-cDC1 and pre-cDC2 precursors seed lymphoid and non-lymphoid tissue and further differentiate into immature cDC1 and cDC2, respectively. In contrast, pDCs complete their differentiation within the BM and then migrate through the bloodstream to lymphoid organs (4).

Several studies showed that cDCs isolated from different lymphoid and non-lymphoid tissues express distinct phenotype and function, which correlates with the expression of tissue-specific transcriptional programs (2). Notably, thymic cDCs have a more mature phenotype than splenic cDCs, expressing higher levels of MHC class II, CD86, and CD40 (10–12). Furthermore, thymic cDCs efficiently present exogenous antigens to both CD4 and CD8 T cells, whereas spleen cDCs do so only following toll-like receptor (TLR) stimulation (10, 13). This is at least in part due to the homeostatic maturation of thymic cDCs, with mature thymic cDCs being exquisitely efficient at inducing central tolerance (12).

The presentation of exogenous proteins in the class II pathway relies on sequential proteolysis of endocytosed proteins by endosomal proteases (14). DCs express several antigen-processing enzymes of the cathepsin family of cysteine and aspartyl proteases including the cathepsin S (CTSS) and cathepsin L (CTSL) protease (15). In addition, we showed that thymic cDCs uniquely express the thymus-specific serine protease (TSSP). In thymic cDCs, TSSP limits the presentation of several self-antigens and thus limits the deletion of self-reactive CD4 T cells (16–19). Consequently, TSSP-deficient non-obese diabetic (NOD) mice are completely protected from autoimmune diabetes and develop less severe experimental autoimmune encephalomyelitis (16, 20).

Although the role of these proteases has been widely studied during central tolerance or induction of immune responses *in vivo*, their expression pattern during DC ontogeny or by the cDC subsets of different tissues is still poorly characterized. Here, we analyzed the expression of TSSP, CTSS, and CTSL expression by DC BM precursors and immature cDCs and pDCs in the spleen and thymus. Collectively, our results show that the expression of these different proteases is determined during DC differentiation in a tissue-specific and subset-specific manner. Hence, tissue-specific factors imprint the function to the different DC subsets during their differentiation in the spleen and thymus.

## Materials and Methods

### Mice and Treatment

NOD/LtJ (NOD) mice were maintained at the UMS006 animal facility (Toulouse). C57Bl6/JRj (B6) mice were purchased from Janvier Labs (Le Genest Saint Isle, France).

For the *in vivo* activation of DC subsets, mice were i.v. injected with 5 μg of lipopolysaccharide (LPS) from *Escherichia coli* 0111:B4), 10 μg of CpG-B ODN1826, and 10 μg of Poly I:C (InvivoGen, Toulouse, France).

For *in vivo* FLT3L treatment, mice were injected subcutaneously (s.c.) with 5 × 10^6^ B16-Flt3L melanoma cells (21).

All experiments involving animals were performed in accordance with national and European regulations and the Institut National de la Santé et de la Recherche Médicale institutional guidelines. Protocols were approved by the “Midi Pyrénées” ethical committee.

### Isolation of Splenic Dendritic Cells, Thymic Dendritic Cells, and Bone Marrow Precursor of Conventional Dendritic Cells and Plasmacytoid Dendritic Cells

For *ex vivo* DC isolation, the thymuses or spleens were pooled and cut with blunt scissors before digestion in Roswell Park Memorial Institute (RPMI) 1640 with 2% fetal bovine serum (FCS) supplemented with Liberase (200 μg/ml, Roche) and DNase I (40 μg/ml, Sigma-Aldrich) for 10–15 min. After incubation with 2.4G2 antibody, DCs were isolated using CD11c MicroBeads (Miltenyi Biotec), according to manufacturer's instruction. Each of the cDC subsets and pDCs was subsequently examined by fluorescence-activated cell sorting using a FACSAria™ II high-speed cell sorter (BD Biosciences) following staining with F4-80-, CD45.1- or CD45.2-, CD11c-, CD11b-, B220-, CD24-, and Sirpα-specific antibodies.

For pre-cDC and pDC isolation, BM was extracted from the femurs and tibias, and erythrocytes removed using Gey's treatment. Lineage cells were first removed using fluorescein isothiocyanate (FITC) conjugate anti-CD3, anti-CD19, anti-NKP46, and, for pre-cDC isolation only, anti-B220, and anti-FITC magnetic MicroBeads (Miltenyi Biotec). Pre-cDCs and pDCs were subsequently FACS-sorted following staining with anti-MHC II-, CD135-, Sirpα- and CD11c-specific antibodies or CD19-, B220-, and CD11c-specific antibodies, respectively.

### *In vitro* Cell Culture

BM cells were extracted, and erythrocytes were removed using Gey's buffer. Cells were cultured for 10 days at a density of 1.5 × 10^6^ cells in a 24-well plate in complete RPMI 1640 medium with 10% FCS containing recombinant mouse 100 ng/ml FLT3L (Miltenyi Biotec), at 37°C in 5% CO_2_. Half media were exchanged at day 3 with fresh media containing 50 ng/ml of FLT3L (22).

### Antibodies and Flow Cytometry

Cells were stained with a combination of biotinylated, FITC-, PE-, PE-Cy7, allophycocyanin-, allophycocyanin-eFluor780-, allophycocyanin-Cy7-, Brilliant Violet 421-, Brilliant Violet 786-, Pacific Blue-, Brilliant Violet 605-, Pacific Orange-, PerCPVio700, or PerCP-Cy5.5-conjugated monoclonal antibodies. The anti-CD45.1 (clone A20), CD45.2 (104), F4/80 (BM8), CD11c (HL3 or N418), CD11b (M1/70), B220 (RA3-6B2), CD24 (M1/69), CD172α (P84), CD80 (16-10A1), CD86 (GL1), MHC II (OX-6 or m5/114), CD3 (1145-2C11 or 500A2), CD19 (1D3), NKP46 (29A1.4), CD135 (A2F10.1), CCR7 (4B12), XCR1 (ZET), Ly6G (1A8), CD19 (1D3), CD90.2 (53-2.1), CD64 (X54-5/7.1), CCR9 (REA943), SiglecH (eBio440c), PDCA-1 (eBio927), and ESAM (REA722) antibodies were from eBioscience, BD Biosciences, or Miltenyi Biotec. Events were collected within a lymphoid gate based on forward-scatter (FSC) and side-scatter (SSC) profiles, and dead cells were excluded using propidium iodide or Fixable Viability Dye staining. Data were acquired on a BD LSRFortessa™ flow cytometer (BD Biosciences). Data were analyzed using BD FACSDiva™ software (BD Biosciences) or FlowJo software (Tree-star).

### RNA Isolation and RT-qPCR Analysis

RNA was extracted using a RNA XS Isolation Kit (Macherey Nagel) or RNeasy Mini Kit (QIAGEN), and cDNA was synthetized using SuperScript™ II reverse transcriptase (Invitrogen) and random primers (Invitrogen) according to manufacturers' instructions. A LightCycler® 480 Real-Time PCR System (Roche) was used for quantitative PCR. Results were analyzed with LightCycler 480 V1.5 software. The cycling threshold value of the endogenous control gene (HPRT) was subtracted from the cycling threshold value of each target gene to generate the change in cycling threshold (ΔC_T_). The sequences of the primers for target genes are listed in Table 1.

**Table 1:** Sequences of the primers used for RT-qPCR.

HPRT	Sens	CTGATAAAATCTACAGTCATAGGAATGGA
	Antisens	AGCCCTCTGTGTGCTCAAGG
TSSP	Sens	CGCAGCATGGGACAGAAGTGTTTA
	Antisens	ACTGAAGACCCTCACAGGTGACAT
Cathepsin S	Sens	TCAGAACCTGGTGGACTGCTCAAA
	Antisens	TGGCTTTGTAGGGATAGGAAGCGT
Cathepsin L	Sens	TGTAGCAGCAAGAACCTCGACCAT
	Antisens	TGGTTGTCCCGGTCTTTGGCTATT

*TSSP, thymus-specific serine protease*.

### RNAseq Analysis

Immature and mature thymic and spleen cDC1 and cDC2 were FACS-sorted based on CCR7 and ESAM expression. RNA was extracted using a RNA XS Isolation Kit (Macherey Nagel), and total RNA's quality and quantity were determined using an Agilent 2100 Bioanalyzer (Agilent Technologies) and a Qubit 2.0 Fluorometer (Life Technologies). Libraries were generated using illumina® Truseq Stranded mRNA library following manufacturer's instructions. Each RNAseq library was sequenced in triplicate on Illumina HiSeq 3000 sequencer using 150 bp/sequence paired-end “reads” at Genotoul genomic platform (Castanet-Tolosan, France). Between almost 70 and 90 million “reads” were obtained per sample. “Reads” were trimmed through use of the Cutadapt tool (version 1.3), with removal of low-quality bases (–*q* value, <10) and clipping of adaptor sequences. High-quality RNAseq “reads” were aligned to the mouse reference genome mm10 (National Center for Biotechnology Information) with STAR software (version 2.6.0). The Python package HTSeq-count was used to count the number of reads overlapping with each gene using ENSEMBL annotation. Differential expression genes between cDC subpopulations were determined with DESeq2 package of Bioconductor software, with an adjusted *P*-value of <0.1 (*P*-value adjusted for multiple testing with the Benjamini–Hochberg procedure) as the cutoff for genes with significantly differential expression in one cell population relative to their expression in another cell population. Ingenuity Pathway Analysis (IPA; QIAGEN Inc., Hilden, Germany) was then used to translate the differential expressed genes into canonical pathways using the Ingenuity Knowledge Base. Two statistical indexes (*P*-value and *z*-score) are determined for each inference. The *P*-value indicates significantly enriched pathways, and the *z*-score represents the statistical measure of the concordance between differentially expressed genes (DEGs) and the associated canonical pathway.

### Statistical Analysis

Statistical analyses were performed in GraphPad Prism. *P*-values were determined using a two-tailed Mann–Whitney test except for Supplemental Figure 2 where a parametric *t*-test was used. In cases of multiple comparisons, the data were first analyzed by the Kruskal–Wallis test, and then Mann–Whitney-derived *P*-values were corrected using the Bonferroni adjustment. Statistical significance was defined as *P* < 0.05.

For RNAseq analysis significance, DESeq2 uses a Wald test *P*-value, which is adjusted for multiple testing using the procedure of Benjamini–Hochberg.

## Results

### Thymic Dendritic Cells Express Overall Higher Levels of Antigen-Processing Enzymes

As a first step to the understanding of the regulation of the expression of different antigen-processing enzymes by the different DC subsets found in spleen and thymus of NOD mice, we compared their representation and maturation in each tissue. Both cDCs and pDCs were characterized by their expression of CD11c and the absence of the macrophage-specific marker F4/80. Thus, the cDC1 and cDC2 subsets were defined as F4/80^−^CD45.1^+^CD11c^+^B220^−^CD24^+^ or F4/80^−^CD45.1^+^CD11c^+^B220^−^Sirpα^+^ cells, respectively (Figure 1A). Consistent with the use of CD24 as a specific marker to discriminate cDC1 from cDC2 subset, we found that 91 ± 1.2% and 88.2 ± 1.7% of thymic and splenic CD11c^+^B220^−^CD24^+^ cells, respectively, expressed the cDC1 conventional marker XCR1, whereas its expression was barely detectable among the CD11c^+^B220^−^CD24^−^Sirpα^+^ cDC2 subset (Supplemental Figure 1A). The pDC subset was defined as F4/80^−^CD45.1^+^CD11c^+^B220^+^ (Figure 1A). Of note, thymic and splenic CD11c^+^B220^+^ cells were positive for PDCA-1 expression, more than 80% of this population was also CCR9^+^/SiglecH^+^ positive, consistent with our strategy using CD11c^+^B220^+^ to define the bona fide pDC populations (Supplemental Figure 1B). We found that the relative representation of the different DC subsets was distinct between spleen and thymus (Figure 1B), in agreement with published data. Indeed, although the cDC2 subset was the most preponderant subset in the spleen (cDC2 = 71.1 ± 1.9% (mean ± SEM) vs. cDC1 = 8.6 ± 0.3%, *n* = 6), it was under-represented in the thymus (cDC2 = 13.7 ± 2.5% vs. cDC1 = 25.4 ± 3.2%, *n* = 6). The relative frequency of the pDC subset also diverged drastically between the spleen and thymus (2.3 ± 2.2 in the spleen vs. 61.0 ± 5.6% in the thymus). In addition, on the basis of CD86 and MHC class II expression, we found that thymic cDCs show a more mature phenotype than their splenic counterparts (Figures 1C,D).

**Figure 1:**
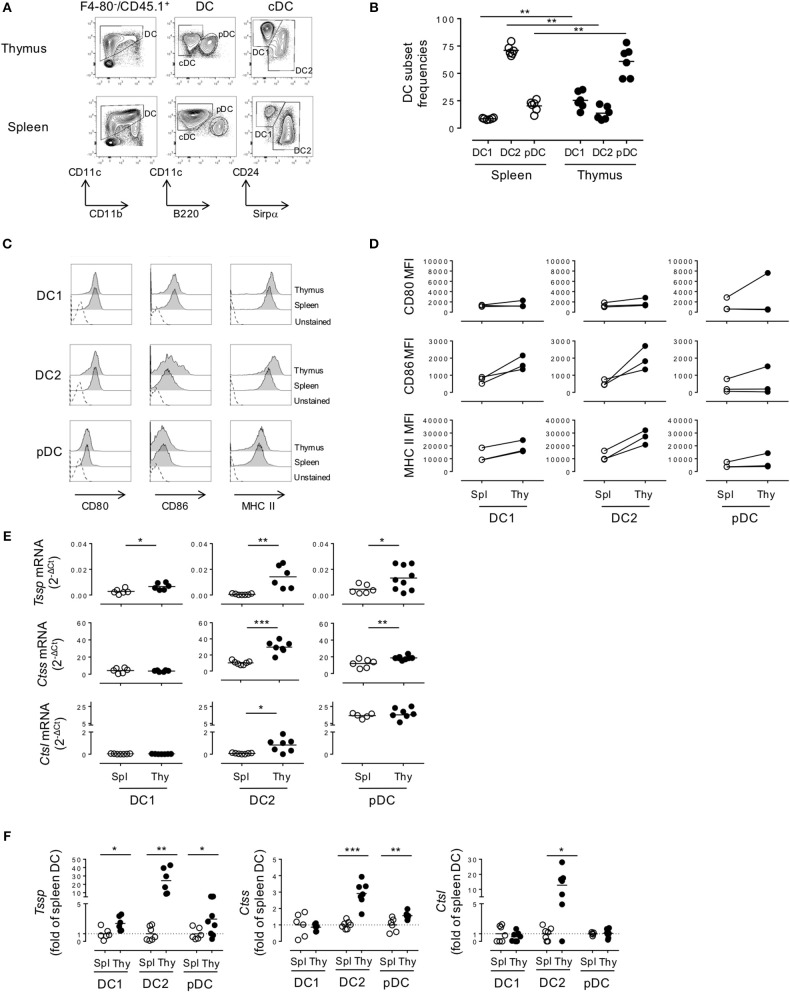
Thymic dendritic cells (DCs) express overall higher levels of antigen-processing enzymes. **(A)** Phenotypic analysis of thymic and splenic DC subsets of non-obese diabetic (NOD) mice, after selection of F4-80^−^CD45^+^ live cells. **(B)** cDC1 (CD11c^+^B220^−^CD24^+^Sirpα^−^), cDC2 (CD11c^+^B220^−^CD24^−^Sirpα^+^), and plasmacytoid DCs (pDCs) (CD11c^+^B220^+^) frequencies in the spleen or in the thymus are indicated. **(C)** Histogram overlay analysis of thymic and splenic DCs subset of NOD mice for CD80, CD86 co-stimulation markers, and MHC class II molecules. **(D)** Comparative median fluorescence intensity for CD80, CD86, and class II surface expression by splenic and thymic cDC1, cDC2, and pDCs. **(E)** Quantitative real-time RT-PCR analysis of *Tssp, Ctss*, and *Ctsl* mRNA levels in cDC1, cDC2, and pDCs isolated from thymus or spleen of NOD mice. Each symbol corresponds to a pool of 10 (thymus) or 5 (spleen) mice analyzed in 8–10 experiments. **(F)** *Tssp, Ctss*, and *Ctsl* mRNA levels in NOD mice from **(D)** is presented as fold expression normalized to the corresponding spleen DC subset. Significant *P*-values are indicated (*P < 0.05; **P < 0.01; ***P < 0.001).

We next determined whether these phenotypic differences between thymic and splenic DCs were also correlated with difference in the expression levels of proteases of the class II presentation pathway, namely, TSSP, CTSS, and CTSL. We therefore FACS-sorted each individual subset and analyzed the expression of the different proteases by RT-qPCR (Figures 1E,F). We found that *Tssp* was barely expressed by the different splenic DC subsets and expressed at significantly higher levels by all thymic DC subsets (Figure 1E, upper row and Figure 1F, left panel). It is worth noting that thymic cDC2 and pDCs had the highest levels of *Tssp* mRNA. By contrast, *Ctss* was expressed by all splenic and thymic DC subsets; but, as observed for *Tssp* mRNA, thymic cDC2 and pDCs expressed significantly higher levels of *Ctss* mRNA than their splenic counterpart (Figure 1E, middle row and Figure 1F, middle panel). Although *Ctsl* is highly expressed by cortical thymic epithelial cells, its expression was also extended to other APCs including macrophages and pDCs (15, 23, 24). We found that the *Ctsl* mRNA level was very low in both cDC subsets and similarly high in the pDC subset of the spleen and thymus. Moreover, a significant increase in *Ctsl* transcripts was observed in thymic cDC2 compared with their splenic counterparts (Figure 1E, lower row and Figure 1F, right panel).

Collectively, these different results showed that TSSP is selectively expressed by thymic DCs and that, overall, thymic DCs expressed higher levels of the different antigen-processing enzymes examined.

Given that NOD mice present several genetic defects and develop autoimmune pathologies linked to defects in central tolerance, we wondered if the protease expression pattern observed in NOD mice was unique to that strain of mice or was also observed in non-autoimmune prone mouse strains. We therefore similarly cell sorted each individual subset and analyzed *Tssp, Ctss*, and *Ctsl* expression patterns in the different thymic and splenic DC subsets of B6 mice by RT-qPCR (Figure 2). Of note, we found that the frequency of the different DC subsets differs between NOD and B6 mice (compare Figure 1B with Figure 2A), consistent with previous studies highlighting the unusual DC distribution in the NOD background (25–27). As observed in NOD mice, we found that *Tssp* mRNA was mainly expressed by thymic cDC1 and cDC2, whereas it was barely detectable in splenic cDC1 and cDC2 (Figure 2B, upper row). Thymic pDCs also showed slightly higher levels of *Tssp* mRNA, although this did not reach statistical significance. By contrast, *Ctss* mRNA was expressed by all thymic and splenic DC subsets (Figure 2B, middle row). As observed in NOD mice, the thymic cDC2 subset expressed higher *Ctss* mRNA level than its splenic counterpart. Finally, as observed in NOD mice, *Ctsl* was primarily expressed by thymic and splenic pDCs and to a similar level in both tissues (Figure 2B, lower row). Unexpectedly, the level of *Tssp* transcript was significantly higher in the cDC1 subset in B6 mice as compared with NOD mice; and, conversely, the level of *Ctsl* transcript was significantly higher in the cDC2 subset in NOD mice as compared with B6 mice.

**Figure 2:**
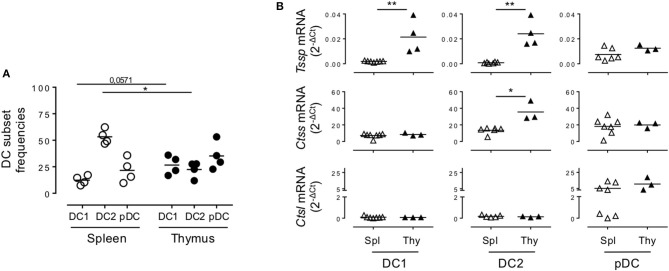
Non-obese diabetic (NOD) and B6 mice express comparable levels of *Tssp, Ctss*, and *Ctsl* mRNA. **(A)** The dendritic cell (DC) subsets of B6 mice spleen and thymus were identified as described in Figure 1A. cDC1 (CD11c^+^B220^−^CD24^+^Sirpα^−^), cDC2 (CD11c^+^B220^−^CD24^−^Sirpα^+^), and plasmacytoid DC (pDC) (CD11c^+^B220^+^) frequencies in the spleen or in the thymus of B6 mice are indicated. **(B)** cDC1, cDC2, and pDCs were FACS-sorted from the spleen and thymus of B6 mice and analyzed for *Tssp, Ctss*, and *Ctsl* expression by RT-qPCR. Each symbol corresponds to a pool of 5 (spleen) or 10 (thymus) mice analyzed in four independent experiments. Significant *P*-values are indicated (*P < 0.05; **P < 0.01).

Collectively, these different analyses showed that in the thymus, cDCs express overall higher levels of the antigen-processing enzymes TSSP and CTSS than in the spleen in both autoimmune NOD mice and B6 mice.

### Mature and Immature Thymic Conventional Dendritic Cells Express Similarly High Levels of *Tssp* and *Ctss* mRNA

Given that thymic cDCs are more mature than their splenic cDC counterparts, we considered the possibility that the increased *Tssp* and *Ctss* mRNA levels in thymic cDCs may simply reflect their maturation. To address this issue, we FACS-sorted immature and mature thymic cDCs and immature splenic cDCs on the basis of CCR7 and ESAM expression, and we performed RNAseq analysis (Supplemental Figure 2A and Figure 3). 

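The RNAseq experiment comprised 21 libraries of B6 cDCs, each made from cells pooled from 10 to 15 mice aged 6 to 8 weeks. There were 5 libraries of immature splenic cDC1, 4 of immature thymic cDC1 and 3 each of mature thymic cDC1, immature splenic cDC2, immature thymic cDC2 and mature thymic cDC2. The authors trimmed the reads, aligned them to mm10 and counted those overlapping each Ensembl gene. They deposited, for each of 37734 genes, the read count of each library divided by the DESeq2 size factor of that library. Each deposited value was a whole multiple of the value of 1 read, so that the read counts could be recovered for 100% of the values. Between 14266867 and 40119669 reads were recovered per library, with a median of 22846496 in splenic cDC1, 25863415 in splenic cDC2, 15779540 in mature thymic cDC1 and 34976827 in mature thymic cDC2. The libraries carried no molecular identifiers that the paper's text names, so that the precision given by the depth covers counting error only. Splenic cDC1 replicates 4 and 5 shared their pool, index and lane and differed by a chi-square per degree of freedom of 2.44, against 25.0 to 176 for the 9 other pairs of splenic cDC1 libraries, and were summed as 1 sample. Thymic immature cDC1 replicates 3 and 4 shared the same labels but differed by 92.8, against 22.8 to 86.1 for the 5 other pairs, and were kept apart. The resulting 20 samples of 6 groups were fitted together with limma on the log2 of the deposited value plus 1, over the 14970 genes with a value of at least 10 in at least 3 samples. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p below 0.1 and a change of more than 2-fold, the criteria the paper gives for its counts of genes. Libraries were sequenced in lanes 5 and 8, and both mature groups were sequenced in lane 8 alone, together with 3 libraries of immature thymic cDC1, 2 of immature thymic cDC2, 3 of splenic cDC1 and 1 of splenic cDC2. In lane 8, an immature and a mature thymic cDC1 library shared index TGACCA. Immature and mature thymic cDC2 libraries shared CCGTCC and AGTTCC. Libraries of the same index cannot be told apart in a shared run, so that lane 8 may cover more than 1 run. Differences within a lane and fits with the lane therefore do not hold the run constant.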

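The transcripts of the proteins used for sorting differed between the sorted thymic fractions. Ccr7 (ENSMUSG00000037944, chromosome 11 from 99144196 to 99155077) had a normalized read count of 714 ± 179 (SD, n = 4) in immature and 110227 ± 18494 (SD, n = 3) in mature thymic cDC1, a log2 fold change of 7.29 (standard error 0.31, limma adjusted p = 1.02e-13). In thymic cDC2 it rose from 3419 ± 682 (SD, n = 3) to 99928 ± 13553 (SD, n = 3), a log2 fold change of 4.88 (standard error 0.33, limma adjusted p = 2.98e-10). Esam (ENSMUSG00000001946, chromosome 9 from 37528078 to 37538319) rose from 23.5 ± 5.11 (SD, n = 4) to 1205 ± 105 (SD, n = 3) in cDC1 and from 7.93 ± 6.51 (SD, n = 3) to 975 ± 113 (SD, n = 3) in cDC2, with log2 fold changes of 5.64 and 7.18. For Cd80 the log2 fold change between mature and immature cells was 2.15 (standard error 0.18, limma adjusted p = 2.50e-09) in thymic cDC1 and 0.76 (standard error 0.19, limma adjusted p = 0.00273) in thymic cDC2. That of Cd86 was -0.76 (standard error 0.15, limma adjusted p = 1.76e-04) in thymic cDC1, a decrease of less than 2-fold, and 0.04 (standard error 0.16, limma adjusted p = 0.856) in thymic cDC2. The subset markers Xcr1 and Sirpa had, in the spleen, normalized read counts of 12566 ± 3125 (SD, n = 4) and 1092 ± 340.5 (SD, n = 4) in cDC1 against 46.9 ± 19.3 (SD, n = 3) and 22676 ± 4888 (SD, n = 3) in cDC2.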

Consistent with the highest expression levels of the co-stimulation markers CD80 and CD86, we found that thymic CCR7^+^/ESAM^+^ cDC1 and cDC2 exhibited a more mature phenotype than splenic and thymic CCR7^−^/ESAM^−^ cDC1 and cDC2 subsets (Supplemental Figures 2B,C). We first made a global analysis of the genes that were differentially expressed by splenic and thymic cDCs (Supplemental Figure 3). As expected, principal component analysis (PCA) of the RNAseq data showed that the cDC1 and cDC2 subsets have distinct transcriptional programs. 

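The PCA was computed on the 20 samples from the 500 most variable genes after the variance-stabilizing transformation of DESeq2, a default used because the paper's text does not give its settings. Principal component 1 held 66.6% of the variance, component 2 held 21.9% and component 3 held 6.68%. On component 2 the cDC1 samples lay between 16.0 and 27.6 and the cDC2 samples between -37.3 and -8.70. The centres of cDC1 and cDC2 were 56.9 units apart in the spleen, 59.7 in the immature thymic cells and 33.6 in the mature thymic cells, whereas a sample lay at most 5.69 units from the centre of its own group. Between splenic cDC2 and cDC1, 2489 genes were differentially expressed, 1486 of them higher and 1003 lower in cDC2. In immature thymic cells there were 2456, with 1644 higher and 812 lower in cDC2, and in mature thymic cells 2834, with 2182 higher and 652 lower. The spleen and the immature thymic cells shared 1498 of the genes, 1469 of them with the same direction. Without a fold-change threshold the counts in the spleen, immature and mature thymic cells were 4394, 3892 and 4535. A log2 fold change above 2 gave 1258, 1420 and 1574, and requiring a value of at least 10 in every sample gave 1308, 1086 and 1128. Because cDC1 and cDC2 libraries of a tissue shared pool numbers, the deviations of each library from its group were correlated across genes, which are not independent replicates. Libraries of the same pool had a mean correlation of 0.249 in the spleen and 0.0858 in the immature thymic cells, against -0.131 and -0.0434 for libraries of other pools. Deviations from a group mean cancel out over its pools, so that the mean for other pools takes the opposite sign and is no independent reference. Over 3 pools the values for the same pool ranged from -0.0398 to 0.455 in the spleen and from -0.106 to 0.210 in the immature thymic cells. A model with the pool as a replicate block gave 2512 genes in the spleen and 2346 in the immature thymic cells, against 2360 and 2328 for the same libraries without the block. Among the genes higher in splenic cDC2 than in cDC1 was Il1rn (ENSMUSG00000026981, chromosome 2 from 24336853 to 24351494), at 1048 ± 162 (SD, n = 3) against 4.56 ± 1.84 (SD, n = 4), and among those lower was Ttc39a (ENSMUSG00000028555, chromosome 4 from 109406623 to 109444745), at 3.93 ± 2.39 (SD, n = 3) against 2883 ± 245 (SD, n = 4).

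**Figure D1:**
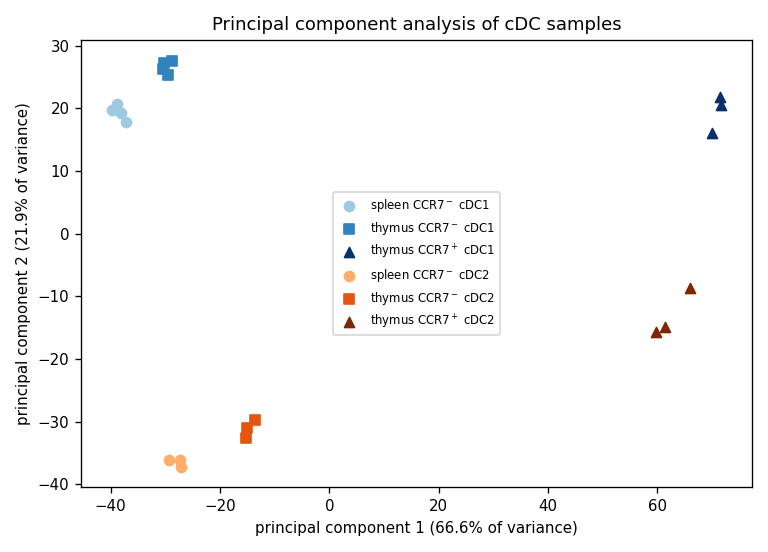
Principal components 1 and 2 of the 20 samples, with axes in units of the variance-stabilized log2 counts and each point a sample, colored by group. The mature thymic samples lie between 59.8 and 71.7 on component 1, and the immature samples between -39.8 and -13.5.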

Although splenic and thymic immature cDC subsets cluster together, mature CCR7^+^ESAM^+^ thymic cDCs were distant. Indeed, using a greater than two-fold change, we identified 4,855 and 3,263 genes that were differentially expressed between immature and mature thymic cDC1 and cDC2, respectively. 

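Thymic and splenic immature cDC1 were 11.4 units apart on components 1 and 2, and thymic and splenic immature cDC2 were 14.4 units apart. Mature thymic cells lay 101 units from immature thymic cells in cDC1 and 79.1 units in cDC2. The distance between maturation states was therefore 8.87 times the distance between tissues in cDC1 (jackknife standard error 4.39 over the samples) and 5.50 times in cDC2 (jackknife standard error 2.99). With each of the 20 samples left out in turn, the ratio stayed between 7.45 and 11.4 in cDC1 and between 4.29 and 7.33 in cDC2. Over all 14970 tested genes in place of the 500 most variable, the ratio in cDC2 was 8.51. On component 3 the tissues were separate, with splenic cDC1 from -12.9 to -11.3 and immature thymic cDC1 from 11.7 to 14.0, and splenic cDC2 from -20.3 to -18.0 and immature thymic cDC2 from 21.2 to 23.3. Measured over components 1 to 3, a setting chosen after the data were seen, the distance between maturation states was 3.78 times that between tissues in cDC1 and 1.87 times in cDC2.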

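Among the 14970 genes tested with limma, 6848 were differentially expressed between mature and immature thymic cDC1, 3183 of them higher and 3665 lower in mature cells. In thymic cDC2 there were 5329, with 2781 higher and 2548 lower in mature cells. Both subsets shared 4301 of these genes, 4238 with the same direction and 63 with opposite directions. Without a fold-change threshold 9601 and 7959 genes had an adjusted p below 0.1. A log2 fold change above 2 left 3798 genes in cDC1 and 2731 in cDC2. The edgeR quasi-likelihood test on the recovered reads, an alternative chosen after the data were seen, gave 6769 and 5347 genes, 6442 and 5096 of them shared with limma. Among genes with a mean normalized read count of at least 100 and no overlap, the largest rise in cDC1 was that of Oprd1 (ENSMUSG00000050511, chromosome 4 from 132110726 to 132144486), from 5.05 ± 5.96 (SD, n = 4) to 9600.2 ± 173 (SD, n = 3). The largest fall in cDC1 was that of Serpinf1, from 2400.0 ± 649 (SD, n = 4) to 5.60 ± 9.69 (SD, n = 3). Gal3st2 (ENSMUSG00000094651, chromosome 1 from 93861306 to 93876494) had 0 reads in each immature thymic cDC1 sample and was at least 342-fold higher in mature thymic cDC1, taking 3 reads as the smallest detectable count. In cDC2 the largest rise was that of Gm16685 (ENSMUSG00000097804, chromosome 3 from 7612705 to 7690001), annotated as antisense and overlapping exons of Il7 on the other strand, from 2.08 ± 2.39 (SD, n = 3) to 1493 ± 396 (SD, n = 3). Aqp3 fell most in cDC2, from 2045 ± 232 (SD, n = 3) to 10.3 ± 9.41 (SD, n = 3).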

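The comparison of thymic with splenic immature cDC1 gave 1313 differentially expressed genes, 637 higher and 676 lower in the thymus. For immature cDC2 there were 2121, 1242 higher and 879 lower in the thymus. These 2 sets shared 741 genes, 696 with the same direction and 45 with opposite directions. With adjusted p alone 2308 and 3965 genes passed. Requiring a value of at least 10 in every sample lowered the cDC1 count most, to 580, and a log2 fold change above 2 lowered the cDC2 count most, to 999. On the recovered reads the edgeR test called 1360 and 2154 genes. Of the genes that differed between tissues, 884 in cDC1 and 1305 in cDC2 also differed between mature and immature thymic cells, 414 and 529 of them in the same direction. The same immature thymic samples entered both comparisons with opposite sign, so that their noise alone favors opposite directions. No expected count was computed, and the directions decide nothing about a relation. Mmp14 (ENSMUSG00000000957, chromosome 14 from 54431612 to 54445364) rose from 13.0 ± 6.90 (SD, n = 4) in splenic to 1571 ± 225 (SD, n = 4) in thymic cDC1, and Mt3 (ENSMUSG00000031760, chromosome 8 from 94152607 to 94154146), with at most 2 reads in a splenic cDC1 sample, was at least 67.5-fold higher in thymic cDC1. Gp2 (ENSMUSG00000030954, chromosome 7 from 119442537 to 119459285), with at most 1 read in a thymic immature cDC1 sample, was at least 73.9-fold lower there than in splenic cDC1. In cDC2, Ccl17 (ENSMUSG00000031780, chromosome 8 from 94810453 to 94812036) rose from 7.46 ± 6.47 (SD, n = 3) in the spleen to 5689 ± 778 (SD, n = 3) in the thymus, and Dtx1 (ENSMUSG00000029603, chromosome 5 from 120680202 to 120711927) was 1981 ± 692 (SD, n = 3) in the spleen and 14.8 ± 13.4 (SD, n = 3) in the thymus.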

Nonetheless, splenic and thymic cDCs show some differences, with 877 and 1,173 DEGs between splenic and thymic cDC1 and cDC2, respectively. IPA indicates that these transcriptional signatures correspond to multiple biological pathways (Supplemental Figures 3B–E). We next focused on *Tssp, Ctss*, and *Ctsl*, and we found that overall immature and mature thymic cDC expressed similar levels of *Tssp, Ctss*, and *Ctsl* transcripts (Figure 3A). 

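TSSP is listed in the files under the gene symbol Prss16 (ENSMUSG00000006179, chromosome 13 from 22002173 to 22009742 in mm10), Ctss lies on chromosome 3 from 95526786 to 95556403 and Ctsl on chromosome 13 from 64359337 to 64370890. In GENCODE M21, exons of Ctsl overlap those of Gm49230 on the same strand, and reads in the overlap cannot be assigned to either gene from the files. Between immature and mature thymic cDC1, the normalized read count of Tssp was 46.9 ± 18.0 (SD, n = 4) and 41.5 ± 32.7 (SD, n = 3), a log2 fold change of -0.49 (standard error 0.66, limma adjusted p = 0.548). These values rest on 26 to 73 reads per immature and 5 to 51 reads per mature library, and the mature samples ranged from 9.22 to 74.5. Ctss rose from 13406 ± 1448 (SD, n = 4) to 21027 ± 2519 (SD, n = 3) in thymic cDC1, a log2 fold change of 0.65 (standard error 0.14, limma adjusted p = 4.99e-04), below 2-fold but with every mature sample above every immature sample (exact permutation test, two-sided p = 0.0286, the smallest p that 3 against 4 samples allow, and 0.110 after Benjamini-Hochberg adjustment over the 27 protease comparisons). Immature replicates 3 and 4 came from the same pool, and 3 pools against 3 allow no exact p below 0.1. Mature replicate 1 carried the same pool number, and no model with the pool as a block was fitted for this comparison. In thymic cDC2, Ctss was 40323 ± 259 (SD, n = 3) in immature and 32608 ± 4213 (SD, n = 3) in mature cells, a log2 fold change of -0.31 (standard error 0.15, limma adjusted p = 0.0947). The difference between these maturation effects on Ctss was -0.96 (standard error 0.21, limma adjusted p = 0.00371), less than 2-fold. Ctsl was 177 ± 27.4 (SD, n = 4) in immature and 177 ± 49.6 (SD, n = 3) in mature thymic cDC1, a log2 fold change of -0.02 (standard error 0.25, limma adjusted p = 0.944), and 391 ± 70.2 (SD, n = 3) and 588 ± 145 (SD, n = 3) in thymic cDC2, a log2 fold change of 0.57 (standard error 0.26, limma adjusted p = 0.0795). The sign for Ctsl in cDC1 changed under other settings, with a log2 fold change of 0.04 in the DESeq2 Wald test. The legend of Figure 3 gives a log2 fold change above 2 for these 3 genes, whereas the criteria used here are those of the gene counts. Of the 3 genes, 0 passed both criteria in cDC1 and 0 in cDC2, whether p was adjusted over all genes or over the 3 genes alone, and 1 and 2 of them had an adjusted p below 0.1. Within lane 8 alone, which held all mature libraries, the differences in mean log2 value in cDC1 were -0.81 for Tssp, 0.62 for Ctss and -0.09 for Ctsl. Lane 8 may cover more than 1 run, so that these differences do not hold the run constant.

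**Figure D2:**
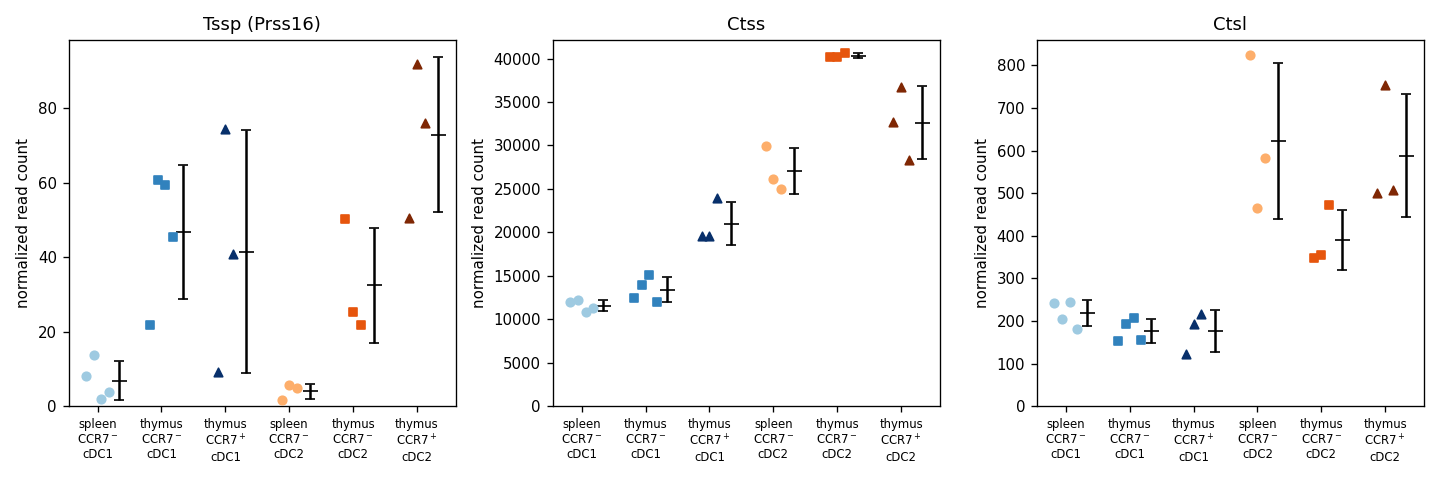
Normalized read counts of Tssp, Ctss and Ctsl, with 1 point for each of the 20 samples and bars for the mean and SD of each group on a linear axis from 0. For Tssp the splenic samples lie between 1.83 and 13.8 and the immature thymic samples between 21.8 and 60.8.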

The only exception was *Tssp* transcripts that were increased in mature thymic cDC2 as compared with immature thymic cDC2, although this did not reach statistical significance. 

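In thymic cDC2, the normalized read count of Tssp was 32.5 ± 15.4 (SD, n = 3) in immature and 72.9 ± 20.8 (SD, n = 3) in mature cells, from 14 to 47 and 66 to 132 reads per library. The log2 fold change was 1.19 (standard error 0.70, limma adjusted p = 0.175). All 3 mature samples exceeded all 3 immature samples (exact permutation test, two-sided p = 0.1, the smallest p that 3 against 3 samples allow). Leaving out each sample in turn gave log2 fold changes between 0.96 and 1.55, none with an adjusted p below 0.1. When only the 2 groups compared were fitted, the log2 fold change was 1.19 with an adjusted p of 0.0403 in limma, past both criteria, and over all 22 alternatives the adjusted p ranged from 0.0403 to 0.367. Within lane 8 the difference in mean log2 value was 1.55, from 3 mature and 2 immature samples. The maturation effect in cDC2 exceeded that in cDC1 by 1.68 (standard error 0.96, limma adjusted p = 0.275).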

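In splenic cells the normalized read count of Tssp was 6.93 ± 5.30 (SD, n = 4) in cDC1 and 4.11 ± 2.01 (SD, n = 3) in cDC2, from 2 to 14 and 2 to 9 reads per library. Thymic immature cDC1 exceeded splenic cDC1 by a log2 fold change of 2.76 (standard error 0.61, limma adjusted p = 0.00331), and all 4 thymic samples lay above all 4 splenic samples (exact permutation test, two-sided p = 0.0286, adjusted to 0.110 over the 27 protease comparisons). Each group came from 3 pools, and with 1 sample per pool the smallest possible exact p is 0.1. Limma then gave a log2 fold change of 2.72 and an adjusted p of 0.0209, and over all 24 alternatives the adjusted p ranged from 7.74e-06 to 0.0209. In immature cDC2 the log2 fold change was 2.71 (standard error 0.70, limma adjusted p = 0.00845), again without overlap, where 3 samples against 3 allow no exact p below 0.1. The tissue effects in the 2 subsets differed by -0.05 (standard error 0.93, limma adjusted p = 0.995). The alternative that moved these values most was a pseudocount of 8 in place of 1, chosen after the data were seen, with log2 fold changes of 1.87 in cDC1 and 1.69 in cDC2, both past the criteria but not above the log2 fold change of 2 in the legend of Figure 3. Differences in mean log2 value within lanes were 0.97 in lane 5 and 3.91 in lane 8 for cDC1, and 3.56 in lane 5 and 2.06 in lane 8 for cDC2, each from 1 to 3 samples per group. Psmb11, a gene of cortical thymic epithelial cells, which also express Tssp, had 0 to 1 reads in splenic libraries and 1 to 31 reads in immature thymic libraries.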

Here again, the level of *Tssp* transcripts was higher in thymic cDCs as compared with splenic cDCs. We did not find, however, in this analysis a significant increase in the number of *Ctss* transcripts in thymic cDC2 as compared with splenic cDC2, although there was a trend (spleen cDC2: 36,205 ± 1,969; CCR7– thymic cDC2: 54,387 ± 708.5; CCR7+ thymic cDC2: 42,909 ± 3,283). 

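In splenic cDC2 the normalized read count of Ctss was 27049 ± 2612 (SD, n = 3), from 15346 to 41852 reads per library. Immature thymic cDC2 exceeded splenic cDC2 by a log2 fold change of 0.58 (standard error 0.15, limma adjusted p = 0.0085). The difference was below 2-fold but larger than the spread between replicates, with all 3 thymic samples above all 3 splenic samples (exact permutation test, two-sided p = 0.1, the smallest possible). Mature thymic cDC2 exceeded splenic cDC2 by 0.27 (standard error 0.15, limma adjusted p = 0.157), with overlapping samples. The splenic cDC1 count was 11592 ± 668 (SD, n = 4), and the log2 fold change of immature thymic against splenic cDC1 was 0.21 (standard error 0.13, limma adjusted p = 0.416). Without a fold-change threshold the increase in immature thymic cDC2 passed the test. The tissue effect in cDC2 exceeded that in cDC1 by 0.38 (standard error 0.20, limma adjusted p = 0.427). Within lanes the difference in cDC2 was 0.52 in lane 5 and 0.69 in lane 8.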

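Ctsb (ENSMUSG00000021939, chromosome 14 from 63122462 to 63145923) and Ctsd (ENSMUSG00000007891, chromosome 7 from 142375911 to 142388038) encode the cathepsins B and D. Exons of Ctsd overlap those of Gm49369 on the same strand, and reads in the overlap cannot be assigned to either gene. In immature cells Ctsb had a normalized read count of 8840.1 ± 1237 (SD, n = 4) in splenic and 7810.3 ± 1162 (SD, n = 4) in thymic cDC1, and of 10729.9 ± 2074 (SD, n = 3) and 12154 ± 1244 (SD, n = 3) in cDC2. Its thymic against splenic log2 fold change was -0.18 (standard error 0.20, limma adjusted p = 0.705) in cDC1 and 0.19 (standard error 0.23, limma adjusted p = 0.62) in cDC2. Mature thymic cDC1 had 19776 ± 4141 (SD, n = 3), a log2 fold change of 1.33 (standard error 0.22, limma adjusted p = 2.33e-05) over immature thymic cDC1, past both criteria. In mature thymic cDC2 Ctsb was at 14852 ± 4991 (SD, n = 3), a log2 fold change of 0.23 (standard error 0.23, limma adjusted p = 0.45). Ctsd was expressed at 187 ± 51.7 (SD, n = 4) in splenic, 220.2 ± 102 (SD, n = 4) in immature thymic and 387 ± 148 (SD, n = 3) in mature thymic cDC1. Replicate 3 of immature thymic cDC1 was at 371, against 157 to 191 in the other samples. In cDC2 Ctsd was at 725 ± 186 (SD, n = 3), 1384 ± 428 (SD, n = 3) and 2479 ± 1494 (SD, n = 3) in the same order. The 4 log2 fold changes of Ctsd between immature cells of the tissues or between maturation states ranged from 0.18 to 0.92, with adjusted p from limma of 0.118 to 0.879. Between mature thymic and splenic cDC1, at 387 and 187, Ctsd was past both criteria, as was Ctsb. Between mature and immature thymic cDC1, Ctsd was past the criteria without thymic immature replicate 3 (log2 fold change 1.10, limma adjusted p = 0.0430) and without mature replicate 1 (1.18), and over all 24 alternatives the adjusted p ranged from 0.0211 to 0.33. In thymic cDC2 it was past them without mature replicate 3 (1.32, limma adjusted p = 0.0110), and over all 23 alternatives the adjusted p ranged from 0.0110 to 0.748. Mature cDC2 replicate 3 had the lowest Ctsd, 754, against 3319 to 3363 in replicates 1 and 2. Replicates 1 and 2 also had more C1qa, at 4196 and 4445 against 532, and more Csf1r, at 3826 and 3892 against 595. The high Ctsd of replicates 1 and 2 thus went with those genes, and the cause was not tested.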

Other cathepsins such as Ctsb or Ctsd, in which their role in the class II presentation pathway is less clear, were expressed similarly by immature and mature thymic and splenic cDCs (Supplemental Figure 3F). Similarly, AEP (*Lgmn*) expression was only increased in mature thymic cDCs. Furthermore, the expression of genes coding for class I or class II molecules was very similar between spleen and thymic cDCs and immature and mature thymic cDCs, coherent with the expression of *Ciita* or *Rfx5* in these different populations. cDCs also express several *serpin* encoding cysteine/serine inhibitors, some of which have been shown to inhibit CTSS, CTSL, or papain *in vitro* (28). 

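Lgmn (ENSMUSG00000021190, chromosome 12 from 102394084 to 102439813) had a normalized read count of 679.9 ± 84.0 (SD, n = 4) in immature and 10266 ± 3124 (SD, n = 3) in mature thymic cDC1, a log2 fold change of 3.88 (standard error 0.20, limma adjusted p = 2.34e-12). In thymic cDC2 it rose from 2386 ± 166 (SD, n = 3) to 7177 ± 1099 (SD, n = 3), a log2 fold change of 1.58 (standard error 0.22, limma adjusted p = 5.32e-06). The rise was smaller in cDC2, by a difference of -2.30 (standard error 0.30, limma adjusted p = 3.05e-05). Splenic cDC1 had 1033 ± 246 (SD, n = 4), and the thymic against splenic log2 fold change in immature cDC1 was -0.58 (standard error 0.19, limma adjusted p = 0.0484). In immature cDC2, from 5111 ± 1218 (SD, n = 3) in the spleen, it was -1.07 (standard error 0.22, limma adjusted p = 0.00131), a decrease past both criteria. Of Ctsb, Ctsd and Lgmn, 2 passed the criteria between maturation states in cDC1 and 1 in cDC2, and 0 and 1 between tissues, with p adjusted over all genes or over the 3 genes. Between mature thymic and splenic immature cells, all 3 passed in cDC1 and 1 in cDC2.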

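The class I genes were H2-K1, H2-D1 and B2m, and the class II genes H2-Aa, H2-Ab1, H2-Eb1, H2-DMa, H2-DMb1 and Cd74. Between thymic and splenic immature cells, the log2 fold changes of the 3 class I genes ranged from 0.51 to 0.62 in cDC1 and from -0.52 to 0.28 in cDC2. Those of the 6 class II genes ranged from 0.08 to 0.51 in cDC1 and from -0.08 to 0.53 in cDC2. None of the 9 genes was differentially expressed between tissues, and at an unadjusted p under 0.05 there were 2 class I and 1 class II genes in cDC1 and 0 and 1 in cDC2. In mature against immature thymic cells all 3 class I genes rose, with log2 fold changes from 1.44 to 1.88 in cDC1 and from 1.48 to 1.99 in cDC2. The class II genes fell, from -4.14 to -1.12 in cDC1, where all 6 passed the criteria, and from -2.39 to -0.83 in cDC2, where 3 passed. For example, B2m rose from 61994 ± 9788 (SD, n = 4) to 222300.0 ± 18242 (SD, n = 3) in cDC1, whereas H2-DMb1 fell from 13201 ± 2812 (SD, n = 4) to 763 ± 248 (SD, n = 3) in cDC1 and from 11214 ± 1308 (SD, n = 3) to 2151 ± 399 (SD, n = 3) in cDC2. Among splenic cDC1 samples, replicate 3 had the highest Cd74, at 473960.0 against 226074 to 264299 in the others. Ciita (ENSMUSG00000022504, chromosome 16 from 10480059 to 10528418) had a normalized read count of 18975 ± 3311 (SD, n = 4) in immature and 1193 ± 691 (SD, n = 3) in mature thymic cDC1, a log2 fold change of -4.20 (standard error 0.32, limma adjusted p = 4.97e-10), and fell in thymic cDC2 by 1.68 on the log2 scale. Its thymic against splenic log2 fold change was -0.46 (standard error 0.29, limma adjusted p = 0.421) in cDC1 and -0.49 (standard error 0.34, limma adjusted p = 0.352) in cDC2. Rfx5 (ENSMUSG00000005774, chromosome 3 from 94954075 to 94961561) rose with maturation by a log2 fold change of 1.14 (standard error 0.13, limma adjusted p = 3.10e-07) in cDC1 and 1.13 (standard error 0.14, limma adjusted p = 1.52e-06) in cDC2. Between thymic and splenic immature cells it was lower in the thymus by less than 2-fold, with log2 fold changes of -0.40 (standard error 0.12, limma adjusted p = 0.0341) in cDC1 and -0.86 (standard error 0.14, limma adjusted p = 1.63e-04) in cDC2. B2m was higher in thymic than in splenic cDC1 by 0.62 (standard error 0.19, limma adjusted p = 0.0359), also less than 2-fold. Over these 11 genes, 11 in cDC1 and 8 in cDC2 passed between maturation states and 0 between tissues, with p adjusted over all genes or over the list alone.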

The expression of some of these serpins is down-regulated in thymic vs. splenic cDCs, suggesting an additional mechanism for increased antigen-presentation by thymic cDCs.

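Of the 68 Serpin genes in the files, 22 were tested. Thymic immature cDC1 had 5 of them lower and 2 higher than splenic cDC1, and thymic immature cDC2 had 4 lower and 5 higher than splenic cDC2. With p adjusted over the 22 genes alone, 8 passed in cDC1 and 9 in cDC2. In all, 12 genes changed in either subset and 3 were lower in both. These were Serpinb2, Serpinb7 and Serpinb10, the last annotated as a polymorphic pseudogene. Serpinb2 (ENSMUSG00000062345, chromosome 1 from 107511423 to 107535478) was 1084 ± 288 (SD, n = 4) in splenic and 8.41 ± 8.54 (SD, n = 4) in thymic cDC1, a log2 fold change of -7.53 (standard error 0.89, limma adjusted p = 3.77e-06), and fell in cDC2 from 103 ± 41.5 (SD, n = 3) to 5.36 ± 2.11 (SD, n = 3). Serpinb10 was 1269.9 ± 261 (SD, n = 4) and 57.5 ± 7.38 (SD, n = 4) in cDC1, a log2 fold change of -4.43 (standard error 0.46, limma adjusted p = 6.82e-07), and 916 ± 176 (SD, n = 3) and 169 ± 12.6 (SD, n = 3) in cDC2, a log2 fold change of -2.42 (standard error 0.53, limma adjusted p = 0.00233). Exons of Serpinb2 and Serpinb10 overlap on the same strand, so that the files cannot tell apart reads from the overlap. Serpinb7, with 0 reads in each thymic immature cDC1 sample, was at least 1.69-fold lower there than in splenic cDC1. Serpinb1a passed the criteria in cDC1, with a log2 fold change of -1.84 (standard error 0.25, limma adjusted p = 1.85e-05), but not in cDC2, and the tissue effects in the 2 subsets differed by 2.21 (standard error 0.38, limma adjusted p = 8.93e-04). Serpinb8 changed in opposite directions, by -1.78 (standard error 0.23, limma adjusted p = 1.10e-05) in cDC1 and by 1.18 (standard error 0.26, limma adjusted p = 0.00287) in cDC2. Serpinb6b, Serpinb9 and Serpinf1 were higher in thymic than in splenic cDC2, with log2 fold changes of 1.89, 2.15 and 3.40. Serpinb9b, with at most 2 reads in a splenic cDC2 sample, was at least 4.71-fold higher in thymic cDC2. Serpini1 fell in thymic cDC2 by 2.06 on the log2 scale. Serpind1 and Serpina3i were higher in thymic cDC1, the latter at least 1.41-fold above the 0 reads of splenic cDC1. The lower bounds of Serpinb7 and Serpina3i in cDC1 do not reach the 2-fold criterion that their fitted changes passed. These 2 genes passed in 22 of 23 and 19 of 22 alternatives.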

**Figure 3:**
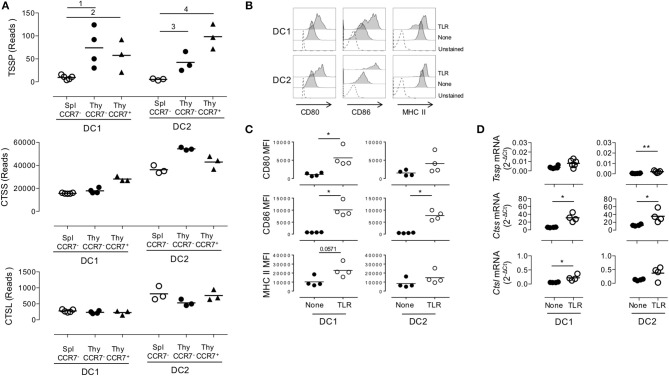
Similar expression levels of *Tssp, Ctss*, and *Ctsl* mRNA in immature and mature conventional dendritic cell (cDCs). **(A)** *Tssp, Ctss*, and *Ctsl* mRNA levels were examined by RNAseq in immature CCR7^−^ thymic (Thy) and splenic (Spl) cDCs and in CCR7^+^ mature thymic cDCs isolated from pools of 10–15 B6 mice. Results are expressed as normalized reads count determined with Deseq2 package. Each symbol corresponds to one RNAseq replicate. Bars indicate significant difference corresponding to a Log2-fold change > 2 and an adjusted *P*-value of (1) 7.1e−7; (2) 1.9e−5; (3) 3e−4; and (4) 1.9e−8. **(B)** Non-obese diabetic (NOD) mice were i.v. injected with lipopolysaccharide (LPS), CpG-B, and poly I:C (toll-like receptor, TLR) or phosphate-buffered saline (PBS) (None); and 20 h later, their spleen cDCs were analyzed by flow cytometry for CD80, CD86, and MHC class II expression. Unstained spleen is shown as control (unstained). **(C)** Comparative median fluorescence intensity for CD80, CD86, and Class II surface expression by control and activated splenic cDC1, cDC2, and pDCs. **(D)** cDC1 and cDC2 were FACS-sorted from spleen of NOD mice i.v. injected with LPS, CpG-B, and poly I:C (TLR) or PBS (None) 20 h earlier. Expression of *Tssp, Ctss*, and *Ctsl* mRNA was assessed by RT-qPCR. Each symbol corresponds to an individual mouse. Significant *P*-values are indicated (*P < 0.05; **P < 0.01).

Overall, these analyses show that the overall increased expression of *Tssp* or *Ctss* by thymic cDC as compared with splenic cDC is not simply resulting from the increased maturation of thymic cDC.

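Mature thymic cells were also compared with splenic immature cells. Tssp was higher in mature thymic than in splenic cDC1 by a log2 fold change of 2.27 (standard error 0.66, limma adjusted p = 0.00549) and in mature thymic than in splenic cDC2 by 3.90 (standard error 0.70, limma adjusted p = 1.05e-04). In cDC1 the samples overlapped, since mature thymic replicate 1 had 5 reads of Tssp (exact permutation test, two-sided p = 0.114). For Ctss, mature thymic cDC1 exceeded splenic cDC1 by a log2 fold change of 0.85 (standard error 0.14, limma adjusted p = 2.58e-05), below 2-fold. The RNAseq comparison was designed by the authors to ask whether the higher Tssp and Ctss transcripts of thymic cDCs reflect their maturation. The paper describes similar levels of Tssp, Ctss and Ctsl in immature and mature thymic cDCs (Figure 3A), except for an increase of Tssp in mature thymic cDC2 that was not significant, and higher Tssp in thymic than in splenic cDCs. The paper concludes that the increase in thymic cDCs does not simply result from their greater maturation. For Ctss the values here differed by subset. Over the alternatives, its log2 fold change between immature thymic and splenic cells was 0.14 to 0.26 in cDC1 and 0.51 to 0.66 in cDC2. Between mature and immature thymic cDC1 it was 0.55 to 0.71. In cDC1 most of the Ctss increase over the spleen therefore lay between immature and mature thymic cells.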

We next determined whether, conversely, maturation of splenic cDCs was associated with an increased expression level of *Tssp, Ctss*, and *Ctsl* mRNA. For this experiment, we i.v. injected B6 mice with a combination of LPS, CpG-B ODN1826, and poly I:C; FACS-sorted the cDC1 and cDC2 subsets 20 h later; and analyzed *Tssp, Ctss*, and *Ctsl* mRNA expression by each subset. According to such treatment, cell surface expression of CD80, CD86, and MHC class II was up-regulated, consistent with a successful activation of both splenic cDC1 and in a lower extent cDC2 subsets (Figures 3B,C). We found that *in vivo* TLR stimulation had no effect on the *Tssp* mRNA expression level by splenic cDC1 and induced only a modest increase in its expression in the cDC2 subset that remained, however, significantly lower than that of thymic cDCs (*P* < 0.004; compare Figure 1E and Figure 3D). Similarly, *in vivo* TLR stimulation induced a significant increase in *Ctss* mRNA levels in both splenic cDC1 and cDC2 that reach levels comparable (cDC2) or even higher (cDC1, *P* < 0.012) than their thymic counterparts (compare Figure 1E and Figure 3D). Finally, *in vivo* TLR stimulation increased *Ctsl* mRNA levels in both splenic cDC1 and cDC2 subsets, reaching levels that were significantly higher than those found in thymic cDC1 and cDC2 (*P* < 0.024 and *P* < 0.006, respectively, compare Figure 1E and Figure 3D).

Collectively, these experiments highlight two distinct mechanisms of regulation of *Tssp* and *Ctss* expression by individual cDC subsets. First, the thymic environment was associated with enhanced expression of each protease as compared to the splenic environment, independently of the maturation status of the individual cDC subsets. Second, cDC maturation upon TLR stimulation is mainly associated with an increased expression of *Ctss* mRNA.

### Tissue-Specific Factors Modulate the Expression of Antigen-Processing Enzyme by Dendritic Cell Subsets

As discussed above, cDCs derive from a BM precursor, the pre-cDC, that recirculate *via* the bloodstream to lymphoid tissues where the pre-cDCs complete their differentiation into immature cDC1 and cDC2 (6–8). By contrast, pDC differentiation occurs entirely within the BM, and the differentiated pDCs recirculate *via* the bloodstream to seed lymphoid tissues (4). The expression pattern of *Tssp* and *Ctss* mRNA by thymic and splenic cDC suggested that tissue-specific factors might control the expression of these proteases during their final differentiation in the thymus or in the spleen. To further address this issue, we first examined the expression level of *Tssp, Ctss*, and *Ctsl* mRNA by BM pre-cDCs and differentiated BM pDCs. The two BM subsets were FACS-sorted as described in Figure 4A and subsequently subjected to RT-qPCR analysis. We found that both pre-cDCs and BM pDCs expressed relatively high levels of *Tssp* and *Ctss* mRNA (Figures 4C,D). In agreement with their commitment to the cDC lineage, pre-cDCs did not express significant levels of *Ctsl* mRNA, whereas BM pDC did (Figures 4C,D right row). *Tssp* and *Ctsl* expression patterns in pre-cDC and cDC subsets suggested that their expression may be enhanced/sustained by thymic environmental factors, whereas it may be down-regulated by splenic environmental factors. If this hypothesis was correct, one would expect that when generated in the “neutral environment” of *in vitro* cultures of BM precursors in the presence of FLT3L, cDC1, cDC2, and pDCs should maintain a profile similar to that of their respective BM precursors. We therefore cultured BM cells in the presence of FLT3L for 10 days; FACS-sorted the cDC1, cDC2, and pDCs as described in Figure 4B; and subsequently performed RT-qPCR on each subset. We found that *in vitro*-differentiated cDC1 and cDC2 maintained high levels of *Tssp* and *Ctss* mRNA expression and low levels of *Ctsl* mRNA expression (Figures 4C,D). By contrast and similarly to the pDC isolated from the BM, *in vitro*-generated pDCs expressed relatively high levels of the three transcripts (Figures 4C,D, right row).

**Figure 4:**
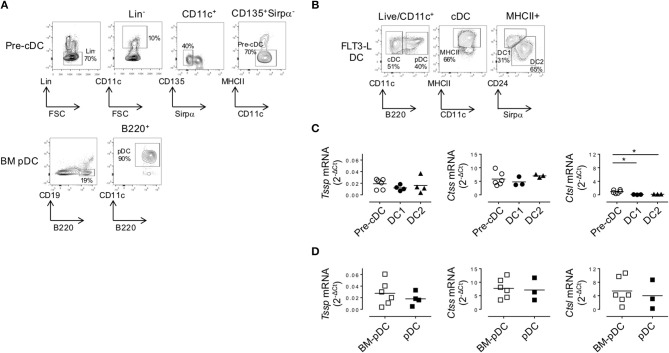
In the bone marrow (BM), precursor of conventional dendritic cells (pre-cDCs) and plasmacytoid DCs (pDCs) express *Tssp, Ctss*, and *Ctsl* mRNA. **(A)** FACS-sorting strategy of pre-cDC (Lin^−^CD11c^+^ class II^−^Sirpα^−^CD135^+^) and pDC (CD19^−^B220^+^CD11c^+^) from BM of non-obese diabetic (NOD) mice. Lin^−^ cells correspond to CD3^−^CD19^−^NKp46^−^Ter119^−^B220^−^ for pre-cDC analysis and CD3^−^CD19^−^NKp46^−^Ter119^−^ for BM pDC analysis. The average percentage of gated cells is shown (*n* = 6). **(B)** NOD BM cells were differentiated *in vitro* in the presence of FLt3L for 9 days; and cDC1, cDC2, and pDCs were gated as indicated. The average percentage of gated cells is shown (*n* = 3). **(C,D)** Pre-cDC and pDC were FACS-sorted from BM or *in vitro*-differentiated cDC1, cDC2, and pDCs. The expression of *Tssp, Ctss*, and *Ctsl* mRNA was analyzed by RT-qPCR on the different sorted populations. The expression levels of *Tssp, Ctss*, and *Ctsl* mRNA in **(C)** BM pre-cDC and *in vitro*-generated cDC1 and cDC2 and **(D)** BM pDC and *in vitro-*generated pDC are shown. Each symbol correspond to a pool of five mice analyzed in five independent experiments. Significant *P*-values are indicated (*P < 0.05).

To ensure that the transcript levels detected in *in vitro*-generated DCs was not due to overt stimulation with FLT3L, we examine *Tssp, Ctss*, and *Ctsl* mRNA levels in the different DC subsets isolated from the spleen and thymus of mice inoculated with B16-Flt3L melanomas. At day 9 post B16-Flt3L injection, the number of thymic and splenic cDCs was increased as was the frequency of the cDC1 subset relative to the cDC2 subset, reflecting enhanced provision of systemic FLT3L (not shown). *Tssp* mRNA expression levels by spleen cDC1 and cDC2 were moderately increased in treated mice as compared with untreated mice (Supplemental Figure 4A, upper row). The expression levels in treated mice remained, however, lower than those detected in the corresponding thymic cDC subset (*P* < 0.004). Similarly, pDCs in the spleen of FLT3L treated mice expressed significantly higher *Tssp* mRNA levels than those from untreated mice, reaching levels found in thymic pDCs. In contrast, FLT3L treatment did not modify the levels of *Ctss* or *Ctsl* mRNA in the different DC subsets, nor did it alter the expression of the different proteases in thymic cDC (Supplemental Figures 2B, 4A,B). Hence, FLT3L signaling has no major effect on the expression of *Tssp, Ctss*, or *Ctsl* mRNA.

Collectively, these different results indicated that the tissue environment in which pre-cDCs differentiate modulate the level of expression of *Tssp, Ctss*, and *Ctsl* transcripts. To better appreciate this tissue imprinting on the expression of the different proteases, we expressed the mRNA levels of *Tssp, Ctss*, and *Ctsl* detected in the spleen or thymus cDC subsets as fold of its BM precursor (Figure 5A). *Tssp* mRNA levels were reduced following differentiation of pre-cDC into cDC1 or cDC2 but significantly more when differentiation occurs in the spleen than in the thymus (Figure 5A, upper row). *Ctss* mRNA levels were not significantly changed during cDC1 differentiation but were significantly increased during cDC2 differentiation in the spleen and thymus, although this increase was far more important in the thymus as compared with the spleen. Regardless of the tissue considered, *Ctsl* mRNA expression was reduced in differentiated cDCs except for thymic cDC2 that maintain the low pre-cDC level. pDCs, which differentiate in the BM, show a different profile with a marked increase in *Ctsl* transcripts in thymic and splenic pDCs (Figure 5B). However, as observed for cDCs, expression of both *Tssp* and *Ctss* mRNA was higher in thymic pDCs as compared with splenic pDCs.

**Figure 5:**
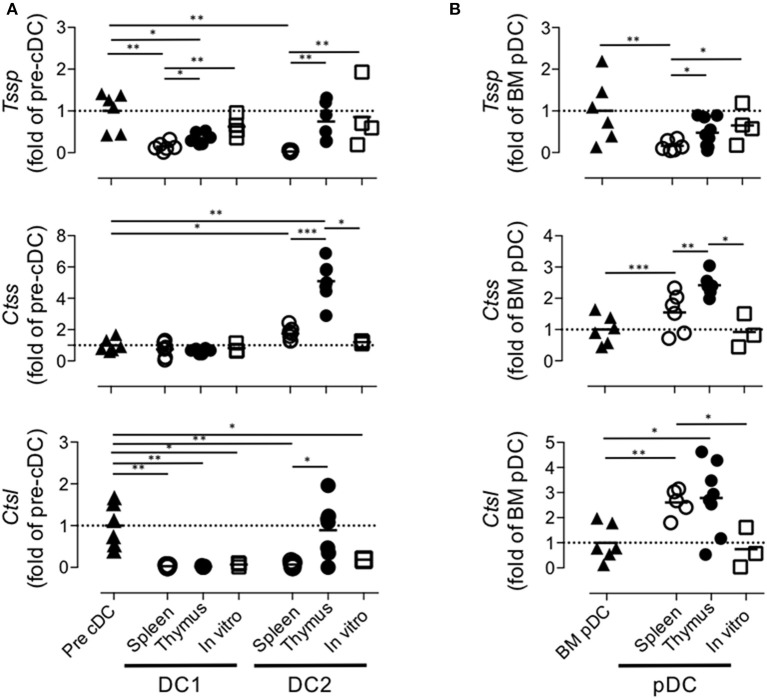
Regulation of *Tssp, Ctss*, and *Ctsl* mRNA expression during dendritic cell (DC) ontogeny. **(A)** Expression of *Tssp, Ctss*, and *Ctsl* mRNA levels in bone marrow (BM) precursor of conventional dendritic cells (pre-cDC), cDC1, and cDC2 isolated from spleen or thymus and *in vitro*-generated cDC are presented as fold expression normalized to pre-cDC. **(B)** Expression of *Tssp, Ctss*, and *Ctsl* mRNA levels in BM pDCs; pDCs isolated from the spleen or thymus; and *in vitro*-generated pDCs are presented as fold expression normalized to BM pDCs. Significant *P*-values are indicated (*P < 0.05, **P < 0.01, ***P < 0.001).

## Discussion

Thymic cDCs are far more efficient at processing and presenting antigens in the class II pathway than are cDCs from the spleen or lymph node. In this study, we determined whether this may relate to differential expression of proteases known to play a critical role in the generation of peptides for class II presentation. We found that although pre-cDCs express relatively high levels of *Tssp, Ctss*, and *Ctsl* mRNA, their expression was overall down-regulated, as pre-cDCs differentiate in the spleen, whereas it was maintained or enhanced when pre-cDCs differentiate in the thymus. Hence, related to their increased antigen-processing functions, thymic cDCs express high levels of antigen-processing enzymes. Tissue-specific environmental cues, therefore, imprint the expression pattern of a set of antigen-processing enzymes in cDC subsets during their differentiation.

This study also reveals key features of the tissue specification of cDC subsets. First, this extensive analysis corroborates our initial observation of the selective expression of *Tssp* in thymic cDC (20). Interestingly, *Tssp* expression is high in pre-cDCs in the BM, almost extinguished in spleen cDC subsets, and maintained in thymic cDCs or *in vitro*-differentiated pre-cDCs. This difference between spleen and thymic cDCs does not merely reflect a maturation difference, because immature and mature thymic cDCs express comparably high levels of *Tssp* and TLR-dependent maturation of splenic cDCs are not associated with a significant increase in *Tssp* expression. In addition, RNAseq analysis performed by the ImmGen Consortium show that *Tssp*, which is expressed by BM pre-cDC1 and pre-cDC2, is almost extinguished in pre-cDC1 and pre-cDC2 in the spleen. Collectively, these different observations indicate that spleen-specific factors negatively regulate *Tssp* transcription during pre-cDC differentiation. Either these factors are expressed at too low levels in the thymus, or their effect is counteracted by other thymic-specific factors. Interestingly, we found that although the regulation of *Tssp* expression during thymic cDC2 differentiation is conserved between B6 and NOD mice, its expression is significantly higher in the cDC1 subset of B6 mice as compared with NOD mice. The biological significance of this difference is unclear given that TSSP limits the presentation of self-antigen by thymic cDCs and consequently the negative selection of the corresponding CD4 T cell (16–18, 20). Second, we found that *Ctsl* expression is barely detectable in pre-cDCs and further extinguished in the two cDC subset regardless of their tissue origin or whether cDCs are generated in *in vitro* cultures of BM with the exception of thymic cDC2, which maintain the low expression level of their BM precursor. In sharp contrast, *Ctsl* expression is high in BM pDCs and further up-regulated in both thymic and splenic pDCs. These results suggest that *Ctsl* transcription is part of the pDC developmental program. Third, we found that following maturation of splenic cDCs by TLR agonist, the expression of *Ctss* gene is up-regulated to a level comparable with that of thymic cDCs, whereas *Tssp* expression is only modestly increased. This likely reflects differences in the cis-regulatory elements that control expression of these two genes. It is, however, intriguing to see that expression of *Tssp* is confined to the thymus. Indeed, Tssp is expressed at very high levels in cortical thymic epithelial cells and is required for the positive selection of some class II restricted CD4 T cells (20, 29, 30). In addition, Tssp is expressed at low levels by thymic cDCs, and in this thymic stromal subset, TSSP impairs presentation of several self-antigens, thus limiting central tolerance (16–20). Importantly, by limiting central tolerance, TSSP contributes to the diversification of the functional CD4 T cell repertoire specific for foreign antigens (19). However, when expressed in peripheral cDC, TSSP could likewise limit presentation of pathogens-derived antigens, thus restraining the CD4 T cell response and immune responsiveness to pathogens. Given this deleterious effect, it is possible that different regulatory pathways have evolved to control Tssp and Ctss expression.

This study also highlights the lineage-specific program of cDCs. Hence, we found that cDC2 expresses overall higher levels of antigen-processing enzymes than does the cDC1 subset. This is observed for *Tssp* in thymic cDC and for *Ctss* in splenic and thymic cDCs. 

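In the RNAseq data of B6 mice, the Tssp log2 fold change of cDC2 over cDC1 was -0.51 (standard error 0.66, limma adjusted p = 0.695) in immature and 1.17 (standard error 0.70, limma adjusted p = 0.25) in mature thymic cells, and -0.46 (standard error 0.66, limma adjusted p = 0.716) in the spleen. None of these differences passed the criteria, and the samples overlapped in each (exact permutation tests, two-sided p = 0.286, 0.2 and 0.514). Without mature thymic cDC1 replicate 2, the mature thymic log2 fold change was 1.80 and the adjusted p 0.0936 in limma, past the criteria, and over all 22 alternatives the adjusted p ranged from 0.0936 to 0.777. Ctss was higher in cDC2 than in cDC1 by 1.22 (standard error 0.14, limma adjusted p = 1.13e-06) in the spleen, 1.59 (standard error 0.14, limma adjusted p = 3.35e-08) in immature and 0.63 (standard error 0.15, limma adjusted p = 0.00426) in mature thymic cells, the last below 2-fold and none above a log2 fold change of 2, the threshold in the legend of Figure 3. Each cDC2 sample had more Ctss than each cDC1 sample of the same tissue and state. Ctsl was 218 ± 30.4 (SD, n = 4) in splenic cDC1 and 623 ± 183 (SD, n = 3) in splenic cDC2, a log2 fold change of 1.48 (standard error 0.25, limma adjusted p = 9.80e-05). In the thymus its log2 fold change was 1.14 (standard error 0.25, limma adjusted p = 0.0015) between immature and 1.74 (standard error 0.26, limma adjusted p = 6.10e-05) between mature cells. Of Tssp, Ctss and Ctsl, 2 passed the criteria in the spleen, 2 in immature and 1 in mature thymic cells, with p adjusted over the 3 genes or over all genes. Within lanes, the Tssp difference in immature thymic cells was 1.16 in lane 5, from 1 sample per subset, and -1.18 in lane 8, from 2 cDC2 and 3 cDC1 samples.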

The cDC1 subset is exquisitely efficient at presenting exogenous antigens in the class I pathway. To optimize cross-presentation, cDC1 has developed several mechanisms to limit endosomal protein degradation. This is achieved at least in part by regulating the phagosome pH through recruitment of v-ATPase and the NADPH oxidase NOX2 at the phagosome membrane (24, 31–33). Here, we show that, in addition, cDC1 expresses lower levels of antigen-processing enzymes.

As a final note, this study provides strong experimental evidence that tissue-specific factors modulate cDC function through the regulation of the expression of antigen-processing enzymes. Finding the extra-cellular and intra-cellular signaling pathways that contribute to this tissue-specific functional specification is critical to develop new DC-based therapies.

## Data Availability Statement

All datasets generated for this study are included in the article/Supplementary Material. All RNA-Seq data are available in NCBI, accession number: GSE144421.

## Ethics Statement

The animal study was reviewed and approved by Midi Pyrénées ethical committee.

## Author Contributions

KM, CH, CM, MG, and SG designed and performed the research and analyzed the data. KM and SG prepared the figures and wrote the manuscript.

### Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

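The data were the processed RNAseq values of 21 libraries of FACS-sorted B6 cDCs in 6 groups, namely immature splenic cDC1 and cDC2, immature thymic cDC1 and cDC2, and mature thymic cDC1 and cDC2. The authors trimmed the paired reads with Cutadapt, aligned them to mm10 with STAR, counted reads per Ensembl gene with HTSeq-count and normalized the counts with DESeq2. The deposited values are treated as a signal, the read count of each gene divided by 1 size factor per library. The paper's text names neither the Ensembl release nor the strand setting of the counting, and does not say which groups were fitted together. The values of each library were whole multiples of the value of 1 read, and the whole reads recovered by division accounted for 100% of the values. The ratio of the size factors in the deposited values and those computed by DESeq2 from the recovered reads lay between 0.978 and 1.015.

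Before the data were examined, an edgeR quasi-likelihood test on counts had been chosen as the test, on the assumption that the files held counts. Because the deposited values are normalized and not counts, the test used instead was limma (version 3.58.1 in R 4.3.3), with the edgeR test (version 4.0.16) on the recovered reads as an added alternative. The log2 of the deposited value plus a pseudocount of 1 was fitted with lmFit and 1 mean for each of the 6 groups, and the contrasts were tested with eBayes with an intensity trend. The 14970 genes with a value of at least 10 in at least 3 samples were tested. A gene counted as differentially expressed at a Benjamini-Hochberg adjusted p below 0.1 and an absolute log2 fold change above 1. The edgeR test covered 15059 genes. Contrasts compared mature with immature thymic cells, thymic with splenic immature cells, and cDC2 with cDC1, and tested whether the tissue and maturation effects differed between cDC1 and cDC2. Mature thymic cells were also compared with splenic cells for the named genes. Adjusted p values in the text come from limma unless another tool is named, and other p values of single genes or scores come from exact or sampled permutation tests.

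Libraries that shared pool, index and lane were summed if their gene counts differed less, by chi-square per degree of freedom, than those of every other pair of the same group. This applied to splenic cDC1 replicates 4 and 5 and left 20 samples. The PCA used the variance-stabilizing transformation of DESeq2 (version 1.42.0) and the 500 most variable genes, and distances between groups are Euclidean distances of group centres on components 1 and 2. Gene positions, exon overlaps, GC content and length were taken from GENCODE M21, in which 37607 of the 37734 gene identifiers were found.

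The genes named in the text followed a rule set before the data were examined. Named were the genes the paper names for this experiment, the class I, class II, sorting and subset marker genes, and the Serpin genes that differed between tissues, with the genes of the marker lists of other cell types. For each comparison of 2 groups, up to 3 genes with the largest rise and 3 with the largest fall were also eligible, given a mean value of at least 100 and no overlap between groups. This last part was applied to the comparisons of 2 groups and not to the differences between effects. Lists of marker genes of other cell types were written before the data were examined.

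Alternatives set before the data were examined covered the test (DESeq2 Wald test on the 20 samples or all 21 libraries, edgeR with RLE or upper-quartile factors), the filter, the thresholds, the groups fitted, the handling of repeated libraries and pools, the sequencing lane, a replicate block, the PCA input, the scaling of levels and the omission of each sample. Added after the data were seen were edgeR with TMM factors, pseudocounts of 0.1 and 8, values rescaled by TMM, reads thinned to the smallest sample, a correction for GC content and gene length, and PCA distances over components 1 to 3. The methods were tested on simulated data with 200 changed genes, at log2 fold changes of 2 to 3 and a dispersion of 0.1. Recovery of smaller changes was not tested. For mature against immature thymic cDC1, limma recovered 94% of them with 30 false calls among 218, edgeR 93.5% with 25 among 212 and DESeq2 92% with 30 among 214, each a larger share than the 0.1 that the adjusted p allows. With no gene changed between thymic and splenic cDC2, limma made 0 calls. For the difference in maturation effects limma recovered 71% with 19 false calls among 161, edgeR 73.5% with 21 among 168 and DESeq2 74% with 45 among 193, again larger shares than 0.1.

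Sequencing depth ranged from 14266867 to 40119669 recovered reads per library. Counts of 3 reads or fewer were taken as the floor, and folds against a group at or below it are lower bounds. Tssp rested on 2 to 132 reads per library. Ingenuity Pathway Analysis was not repeated, since its knowledge base is proprietary, and the flow cytometry and RT-qPCR experiments were not analysed here.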

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

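The tests on relabelled samples were set before the data were examined, and all other tests of explanations in this part were chosen after the result was seen.

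Single samples stood apart from the rest of their group in 5 of the 50 groups of 4 samples examined for the named genes, by a gap to the nearest sample, as a share of the range, above Dixon's 95% critical value. About 1 group in 20 does so by chance. Splenic cDC1 replicate 3 was highest for H2-D1 (49784, gap 0.841 of the range), H2-Ab1 (282598, 0.891), H2-DMa (16104, 0.834) and Cd74 (473960.0, 0.846), and these 4 are 1 sample and are not independent. For Cd74 the gap was 0.843 of the range with reads thinned to the smallest sample, 0.835 after TMM rescaling and 0.853 after the correction for GC content and length, close to the uncorrected value. Thinning hardly moves a gene with so many reads, but the depth of this sample, 24768633 reads, lay between those of the other libraries of its group (22468048 to 34449934). The B cell score of this sample was not set apart (0.102). Its score of mature dendritic cell genes was set apart (0.842), but Cd74, H2-Ab1 and H2-DMa were lower in mature than in immature thymic cDC1, so that admixed cells of that kind would lower them. H2-D1 was higher in mature thymic cDC1 (1.44), and such cells would raise it. A mixture with cells of the mature thymic profile does not account for the 4 genes together. No mature splenic cells were in the data, so that a mixture with those is left open. No biological explanation was tested, since the design gives none for a single replicate.

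Thymic immature cDC1 replicate 3 was highest for Ctsd (371, gap 0.843 of the range). The gap fell below the critical value with thinned reads (0.775) and after the GC and length correction (0.762), and stayed above it after TMM rescaling (0.850). The scores of B cells (0.325) and of mature dendritic cells (0.376) were not set apart. The high value cannot be told apart from an effect of depth or of GC content and length.

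The tissue effect differed between cDC1 and cDC2 for 746 genes, and the maturation effect for 2035, by the interaction terms in limma. When the cDC1 and cDC2 labels were exchanged among samples, 10 of 100 relabellings gave as many genes for the tissue effect and 6 of 100 for the maturation effect, the real labels included. Of these, 8 and 4 kept the samples of each subset together in 1 of the 2 tissues or states, and for maturation 1 more exchanged the labels of all mature samples, so that the difference between subsets itself entered the relabelled contrast, with up to 1447 and 3544 genes. Among relabellings that mixed the subsets in both, 1 of 85 and 0 of 75 gave as many. The relabelling therefore does not separate chance from the difference between subsets. After the additive effects were removed, 1 of 100 residual permutations gave as many genes for each, the unpermuted data, with 271 and 117 genes in the next highest.

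Under corrections, the count for the tissue effect was 742 with thinned reads, 734 after TMM rescaling, 931 after the GC and length correction, 742 without the genes with the most reads, 749 with lane as covariate, and 754, 865 and 820 with the thymocyte, cortical thymic epithelial cell and macrophage scores as covariates. For the maturation effect the counts in the same order were 1964, 2116, 2367, 2036, 1980, 1776, 1786 and 2107. Each stayed within 1.5 times its value. In a search for mislabelled samples, 0 lay nearest to the centre of another group, and 20 of 20 were nearest to their own. A biological difference between the subsets may underlie part of these counts, as a hypothesis found and tested on the same data.

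Among the named genes, the maturation effect in cDC2 minus that in cDC1 was -1.10 for Ctsb, -2.30 for Lgmn, 1.91 for H2-DMa, 1.74 for H2-DMb1, 2.52 for Ciita, -2.41 for Ccr7, -1.39 for Cd80, 2.09 for Xcr1, 1.94 for Cd24a and -1.80 for Sirpa. Among Serpin genes it was -4.55 for Serpinb1a, 1.21 for Serpinb6b, 5.15 for Serpinb8, -3.32 for Serpinb9b and 4.62 for Serpinf1. The tissue effect in cDC2 minus that in cDC1 was -2.70 for Esam, 1.92 for Cd24a, 1.64 for Sirpa, 2.21 for Serpinb1a, 2.72 for Serpinb6b, 2.96 for Serpinb8, 2.61 for Serpinb9 and 4.30 for Serpinb9b. Serpinb9b had at most 1 read in an immature thymic cDC1 sample and 2 in a splenic cDC2 sample, so that its differences rest on counts at the floor. Over the alternatives they ranged from -5.90 to -1.05 for maturation and from 1.86 to 7.13 for tissue. With the thresholds unchanged, Esam passed the criteria in 29 of 30 alternatives, Ctsb in 28 of 30 and Serpinb9b, for maturation, in 28 of 29, and the other differences passed in all that were run for them. Differences under 2 in absolute value do not pass a log2 fold change above 2. No explanation was tested for single genes.

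Genes of 3 other cell types, which the paper does not discuss, were higher in thymic than in splenic samples. The mean log2 value of the cortical thymic epithelial cell genes was higher by 2.00 in cDC1 and 3.61 in cDC2, that of the thymocyte genes by 3.53 and 3.40, and that of the macrophage genes by 2.22 in cDC2. In each of these, 7 of 7 thymic cDC1 samples (exact permutation test, two-sided p = 0.00303) or 6 of 6 thymic cDC2 samples (exact permutation test, two-sided p = 0.0119) lay above every splenic sample. These p take the samples as independent and pool the maturation states, although some cDC1 samples shared a pool. The thymocyte score was 1.63 in splenic, 3.97 in immature thymic and 6.75 in mature thymic cDC1, and 1.99, 4.30 and 6.49 in cDC2. For macrophage genes in cDC1 the difference was 0.76, with 3 of 7 samples above (exact permutation p = 0.3). Other scores were lower in immature thymic than in splenic cells, at 0.0546 against 3.61 in cDC1 and 0.102 against 2.31 in cDC2 for erythroid genes, and 2.98 against 4.59 and 3.33 against 4.51 for B cell genes. That of pDC genes was higher in immature thymic cDC2, at 8.03 against 6.30. The score of mature dendritic cell genes was also higher in immature thymic cells, at 12.1 against 10.5 in cDC2 and 10.3 against 9.60 in cDC1. In immature thymic cDC2 the score of cDC1 genes was higher, at 9.51 against 7.63, and that of cDC2 genes lower, at 10.6 against 11.5. RNA of other cells in the thymic libraries is a candidate explanation. The genes of a list should then rise and fall together within the thymic groups, and their mean pairwise correlation was 0.325 for cortical thymic epithelial cells (permutation p = 0.0025), 0.0813 for thymocytes (permutation p = 0.0908) and 0.604 for macrophages (permutation p = 0.0001, the smallest that 10000 permutations can give). The thymocyte genes thus leave this open. Over both subsets the differences were 2.48, 3.14 and 1.51 with thinned reads and 2.76, 3.51 and 1.52 after TMM rescaling, in the order epithelial, thymocyte and macrophage genes. Expression of these genes by thymic cDCs themselves cannot be told apart from RNA of other cells.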

How the results depend on the processing

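The alternatives set before the data were examined changed the test, the filter, the thresholds, the groups fitted, the handling of libraries, pools and lanes, and the PCA input, or left out 1 sample. Settings chosen after the data were seen were edgeR with TMM factors, pseudocounts of 0.1 and 8, TMM rescaling, thinned reads, the GC content and length correction, and PCA distances over 3 components. Counts of genes are given in the order mature against immature thymic cDC1 and cDC2, thymic against splenic cDC1 and cDC2, cDC2 against cDC1 in the spleen, immature thymus and mature thymus, and the differences in tissue and maturation effects.

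Requiring a value of at least 10 in every sample gave 4095, 3123, 580, 1083, 1308, 1086, 1128, 436 and 1183 genes, and a log2 fold change above 2 gave 3798, 2731, 656, 999, 1258, 1420, 1574, 428 and 1105. Without a fold-change threshold the tissue comparisons gave 2308 and 3965 genes and the subset comparisons 4394, 3892 and 4535. Fitting only the groups compared gave 1767 genes for cDC2 against cDC1 in the mature thymus. Under the other alternatives these counts stayed within 1.5 times their value, and leaving out each sample in turn gave 6591 to 7157, 5000 to 5272, 1168 to 1322, 1735 to 2090, 2209 to 2527, 2225 to 2390, 2235 to 3550, 577 to 861 and 1635 to 2742 genes. The cause was not tested. The share of genes higher in mature thymic cDC2 than cDC1 was 77.0% with limma and 67.3% with DESeq2, where the median log2 change of all genes was 0.08 in place of 0.14. For the difference in maturation effects the median over all genes was 0.11.

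Leaving the thresholds as they were, Tssp passed both criteria between thymic and splenic immature cells under all 24 alternatives that tested it in cDC1 (1.87 to 3.15) and all 22 in cDC2 (1.69 to 3.00), and between mature thymic and splenic cells under all 23 (1.53 to 3.09) and all 22 (2.72 to 4.22). Between mature and immature thymic cDC2 it passed when only the groups compared were fitted (1.19) and with a pseudocount of 8 (1.03). Between mature and immature thymic cDC1 its log2 fold change changed sign among the fits that left out 1 sample, from -1.11 to 0.33, and in mature thymic cDC2 against cDC1 those fits ranged from 0.35 to 1.80, with the highest past the criteria. Without a fold-change threshold Ctss passed between maturation states (0.65 in cDC1 and -0.31 in cDC2), between tissues in cDC2 (0.58) and between mature subsets (0.63), and Ctsl between maturation states in cDC2 (0.57) and tissues in cDC2 (-0.65). In cDC2, the adjusted p rose in some alternatives to 0.687 for Ctss between maturation states. For Ctsl it rose to 0.313 between maturation states and 0.358 between tissues. At a log2 fold change above 2, Ctss between subsets in the spleen (1.22) and immature thymus (1.59) and Ctsl in the spleen (1.48), immature (1.14) and mature thymus (1.74) no longer passed. Ctsl between subsets in the immature thymus fell to just under 1 with the GC correction (0.995), and ranged from 0.996 to 1.22 when samples were left out. Ctsl between maturation states in cDC1, at -0.02, became 0.0393 with DESeq2 on the 20 samples, 0.0429 on the 21 libraries, 0.0343 with RLE and 0.00821 with TMM factors in edgeR, and ranged from -0.19 to 0.23 when samples were left out. The cause of these changes was not tested.

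Over all tested genes, principal component 1 held 55.2% of the variance and the cDC2 distance ratio was 8.51. With distances over components 1 to 3 the ratio was 3.78 in cDC1 and 1.87 in cDC2. TMM-scaled counts put Ctss at 13085 and 15038 in immature splenic and thymic cDC1, and at 30070.0, 45056 and 37233 in splenic, immature thymic and mature thymic cDC2.

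Of the 164 results for other named genes, 107 kept their call under every alternative run for them, 57 changed it in at least 1, and 9 changed sign. A log2 fold change above 2 made 29 weaker, and dropping the fold-change threshold made 11 stronger. Between thymic and splenic cDC1, H2-DMa became -0.0429 with the GC correction, and Cd74 became -0.0104 with 1 sample per pool, -0.0223 with lane as covariate and -0.0259 with the GC correction. Cd74 between thymic and splenic cDC2 became -0.0231 and -0.0260 with DESeq2 on the 20 samples and 21 libraries, -0.0231, -0.0350 and -0.00785 with RLE, upper-quartile and TMM factors in edgeR, and -0.12 with lane as covariate. When samples were left out, signs changed for thymic against splenic cDC1 in Ctsd (-0.10 to 0.33), H2-DMa (-0.0631 to 0.28) and Cd74 (-0.13 to 0.32). The same held for thymic against splenic cDC2 in H2-Aa (-0.0460 to 0.20), H2-Ab1 (-0.16 to 0.38), H2-Eb1 (-0.29 to 0.0892), H2-DMa (-0.0681 to 0.29) and Cd74 (-0.20 to 0.30), and for mature against immature thymic cDC2 in Cd86 (-0.0543 to 0.13). These effects were near 0, and the cause was not tested.

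Other splits of the samples into groups of the same sizes gave as many genes in 1 of 30 splits, the real split, for mature against immature thymic cDC1 (next highest 5226) and in 1 of 35 for thymic against splenic cDC1 (next highest 1). For mature against immature thymic cDC2 and thymic against splenic cDC2 it was 1 of 10 splits each (next highest 0 and 1), for the subsets in the spleen and immature thymus 1 of 12 each (1322 and 1411), and in the mature thymus 1 of 6 (713), numbers of splits that cannot give a share under 0.05. Where groups shared pool numbers, only splits that parted as many libraries of the same pool were counted. Splenic cDC1 replicates 1 and 4 shared a pool number, as did immature thymic cDC1 replicates 3 and 4, which left 3 pools per group. Taken by pool, neither of these cDC1 comparisons between tissues or maturation states can give a share under 0.05. Over all 35 splits for the spleen and immature thymus, the next highest were 1769 and 1520. Both mature groups came from lane 8 alone, which held only part of the immature libraries, and lane and maturation were partly confounded. Lane 8 may itself cover more than 1 run, so that lane as a covariate does not hold the run constant. Tssp had 2 to 14 reads per splenic library, and this depth limits the precision of its fold changes between tissues. Requiring a value of at least 10 in every sample left no test of Tssp.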

Differences from the paper's values

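The paper states 3263 differentially expressed genes between immature and mature thymic cDC2, against 5329 here, and 1173 between splenic and thymic cDC2, against 2121. Its counts for cDC1, 4855 against 6848 here and 877 against 1313, differ in the same direction but within 1.5 times in the main fit. For splenic against thymic cDC1 the alternatives fell on both sides of that limit. The DESeq2 Wald test gave 1502 genes on the 20 samples and 1590 on the 21 libraries, past it. With 1 sample per pool there were 1103, within it. A value of at least 10 in every sample gave 580 and a log2 fold change above 2 gave 656, fewer than the paper's count. Below, a gap counts as closed when the values come within 1.5 times of each other or within the larger of the SD here and the error in the paper, which leaves a difference of that size. Of the 14 alternatives set before the data were examined, 2 closed each gap in cDC2. Requiring a value of at least 10 in every sample gave 3123 and 1083 genes, and a log2 fold change above 2 gave 2731 and 999, and the other 12 did not close it. For splenic against thymic cDC2 the fits without thymic replicate 3 (1735) and without splenic replicate 3 (1755) also did, 2 of the 6 fits that left out 1 sample. None of those 6 closed the gap between maturation states.

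For Tssp between splenic and thymic cells, the paper's adjusted p of 7.1e-7 for immature cDC1 stands against 0.00331 from limma here (log2 fold change 2.76), and its 1.9e-5 for mature cDC1 against 0.00549 (2.27). For immature cDC2 the paper's 3e-4 stands against 0.00845 from limma (2.71), and for mature cDC2 its 1.9e-8 against 0.000105 (3.90). None of the 10 alternatives set before the data were examined, nor any fit that left out 1 sample, closed these gaps. The DESeq2 Wald test on the 21 libraries came nearest, at 7.74e-06, 2.96e-05, 0.000742 and 1.57e-07. Over all alternatives the adjusted p ranged from 7.74e-06 to 0.0209, 2.96e-05 to 0.0482, 0.000742 to 0.0486 and 1.57e-07 to 0.00111 in limma, edgeR and DESeq2.

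The normalized read count of Tssp in immature thymic cDC1 was about 74 in the paper's Fig. 3A, read by eye, against 46.9 here. Of the 4 alternatives set before the data were examined, TMM scaling closed the gap (52.5) and the other 3 did not, and of the 4 fits that left out 1 sample, the one without replicate 1 closed it (55.2). All levels of Tssp, Ctss and Ctsl were lower here than in the paper, the others by less than 1.5 times. The paper gives 36205, 54387 and 42909 for Ctss in splenic, immature thymic and mature thymic cDC2, against 27049, 40323 and 32608, ratios of 1.34, 1.35 and 1.32. For the levels read by eye from Fig. 3A the ratio was about 1.22 to 1.58. The cause was not tested.

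The paper describes class I and class II gene expression as alike in immature and mature thymic cells, and that of Ciita and Rfx5 as matching. Here all 3 class I genes were higher in mature cells (log2 fold changes 1.44 to 1.88 in cDC1), all 6 class II genes were lower in cDC1 (-4.14 to -1.12), Ciita was lower (-4.20 in cDC1) and Rfx5 was higher (1.14 in cDC1). The paper describes Ctsb as unchanged between maturation states, and here its log2 fold change in thymic cDC1 was 1.33. It describes Ctsb and Ctsd as alike in splenic and thymic cells of either state. Here both were past the criteria between mature thymic and splenic cDC1. Cd86 transcripts were lower in mature thymic cDC1 (-0.76), where the paper describes higher CD86 protein by flow cytometry. The paper's discussion places Tssp higher in thymic cDC2 than in thymic cDC1. Its RT-qPCR of NOD mice found the most Tssp in thymic cDC2 and pDCs, and it reports more Tssp in cDC1 of B6 than of NOD mice. The RNAseq samples were B6 cells split by maturation, so that strain and method differ from that RT-qPCR. In the RNAseq values cDC2 and cDC1 did not differ past the criteria, at -0.51 in immature and 1.17 in mature thymic cells, and the fit without mature thymic cDC1 replicate 2 called the latter (1.80). The paper describes a rise of Tssp in mature thymic cDC2 that was not significant. Here it passed when only the groups compared were fitted (1.19), and with a pseudocount of 8, chosen after seeing the values (1.03). The paper describes Ctss as alike in immature and mature thymic cells and reports no significant increase in thymic over splenic cDC2. Without a fold-change threshold Ctss passed between maturation states (0.65 in cDC1 and -0.31 in cDC2) and between immature thymic and splenic cDC2 (0.58). Between maturation states in cDC2 the adjusted p ranged from 0.0327 to 0.687 over all 23 alternatives, so that this call was lost in some. For the other calls it stayed at 0.0429 or below. The paper describes higher Ctsl in thymic than in splenic cDC2 of NOD mice by RT-qPCR. Here, in immature cDC2 of B6 mice, Ctsl was lower in the thymus (-0.65), a change that passed only without a fold-change threshold. The samples overlapped (exact permutation test, two-sided p = 0.2), and over all 23 alternatives the adjusted p ranged from 0.0260 to 0.358.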

Other observations

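The correlations of Tssp with scores of other cells were set before the data were examined, and the simulations that gave their expected size were chosen after the result was seen.

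If RNA of other cells were the source of Tssp in the thymic libraries, Tssp should follow the score of those cells within the thymic groups. Over the 13 thymic samples the Pearson correlation was -0.122 with cortical thymic epithelial cells (permutation p = 0.583, Benjamini-Hochberg adjusted to 0.874), -0.502 with thymocytes (permutation p = 0.921, adjusted to 0.921) and 0.221 with pDCs (permutation p = 0.400, adjusted to 0.874), and limma was not used for these. These permutation tests were one-sided, for a positive correlation. In 2000 simulations in which all thymic Tssp came from those cells, 95% of correlations were above 0.834, 0.504 and 0.512. The simulations took each score as an exact measure of that RNA, with counting error in Tssp alone. Within the thymic groups the mean pairwise correlation of the score genes was only 0.325 for epithelial cells and 0.0813 for thymocytes. The simulated correlations may therefore be too high. Without 2 of the samples the correlations were 0.0208, -0.245 and -0.302, in the same order. Tssp thus did not follow the scores over these 13 samples, but a score with errors of its own can hide such a relation. The correlations therefore do not decide whether these cells were the source of thymic Tssp, in whole or in part. Psmb11 was at 103 to 111 in mature thymic cDC2, the group with the most Tssp, and a correlation within groups does not address that difference between groups. In mature thymic cDC1 replicate 2, 43 reads of Tssp came with 0 reads of Psmb11.

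Mature thymic cDC2 replicates 1 and 2 had C1qa at 4196 and 4445 and Csf1r at 3826 and 3892, against 532 and 595 in replicate 3, and 18466 and 18835 genes detected against 15992. These genes were chosen after their values were seen.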
